# Cabozantinib-induced osteoblast secretome promotes survival and migration of metastatic prostate cancer cells in bone

**DOI:** 10.18632/oncotarget.20489

**Published:** 2017-08-24

**Authors:** Kai-Jie Yu, Jeffrey K. Li, Yu-Chen Lee, Guoyu Yu, Song-Chang Lin, Tianhong Pan, Robert L. Satcher, Mark A. Titus, Li-Yuan Yu-Lee, Wen Hui Weng, Gary E. Gallick, Sue-Hwa Lin

**Keywords:** cabozantinib, osteoblast, secretome, anchorage-independent growth, migration

## Abstract

Therapies that target cancer cells may have unexpected effects on the tumor microenvironment that affects therapy outcomes or render therapy resistance. Prostate cancer (PCa) bone metastasis is uniquely associated with osteoblastic bone lesions and treatment with cabozantinib, a VEGFR-2 and MET inhibitor, leads to a reduction in number and/or intensity of lesions on bone scans. However, resistance to cabozantinib therapy inevitably occurs. We examined the effect of cabozantinib on osteoblast differentiation and secretion in the context of therapy resistance. We showed that primary mouse osteoblasts express VEGFR2 and MET and cabozantinib treatment decreased osteoblast proliferation but enhanced their differentiation. A genome-wide analysis of transcriptional responses of osteoblasts to cabozantinib identified a set of genes accounting for inhibition of proliferation and stimulation of differentiation, and a spectrum of secreted proteins induced by cabozantinib, including pappalysin, IGFBP2, WNT 16, and DKK1. We determined that these proteins were upregulated in the conditioned medium of cabozantinib-treated osteoblasts (CBZ-CM) compared to control CM. Treatment of C4-2B4 or PC3-mm2 PCa cells with CBZ-CM increased the anchorage-independent growth and migration of these PCa cells compared to cells treated with control CM. These results suggest that the effect of cabozantinib on the tumor microenvironment may increase tumor cell survival and cause therapy resistance.

## INTRODUCTION

Many targeted therapies aim to modulate specific cancer signaling pathways. While these therapies are intended for targets that are expressed in cancer cells, these targets frequently are also present in stromal cells in the tumor microenvironment. The unintended targeting of the tumor stromal components may have an impact on the therapeutic efficacy or have unexpected therapy outcomes.

Cabozantinib is a tyrosine kinase inhibitor that has a high affinity for VEGFR2 and MET, with IC50 of 0.035±0.01 nM and 1.3±1.2 nM, respectively [1]. Cabozantinib was used to treat prostate cancer (PCa) bone metastasis in phase II and III clinical trials [2, 3]. Metastatic PCa cells in bone frequently induces osteoblastic bone lesions [4]. Due to the bone-forming nature of the PCa bone metastasis, bone scan is commonly used in detecting the bone lesions from PCa. One interesting observation was that cabozantinib treatments led to a reduction in the extent or intensity of bone scans in patients with PCa bone metastasis [2, 3]. While the results of phase II clinical trials of cabozantinib on PCa bone metastasis were promising, the phase III clinical trial fails to show improvement in patients’ survival [3]. However, cabozantinib was shown to improve outcomes of other cancers and has been approved for the treatment of advanced renal cell carcinoma in patients who have received prior anti-angiogenic therapy [5].

Several possible mechanisms of resistance to cabozantinib treatments in PCa have been reported. Varkaris et al. [6] have reported that large vessels that express VEGFR1 in the tumors are resistant to cabozantinib treatments. Lee et al. [7] demonstrated that PCa-induced bone provides integrin ligands that support tumor cell survival. Because integrin ligands are present in the tumor microenvironment before cabozantinib administration, this constitutes a de novo mechanism of therapy resistance. Subsequent studies in animal model by Dai et al. [8], Nguyen et al. [9], and Varkaris et al. [6] showed that cabozantinib increases osteoblast differentiation *in vitro* and bone formation *in vivo*, suggesting cabozantinib has a direct effect on osteoblasts. Whether the effect of cabozantinib on osteoblasts promotes therapy resistance to cabozantinib has not been examined.

In this study, we used gene expression profile analysis to identify cellular pathways that are modulated by cabozantinib. These alterations are a result of MET or VEGFR2 inhibition in osteoblasts. In addition, we found that cabozantinib induces the secretion of a spectrum of proteins from osteoblasts. These secreted proteins could act as paracrine factors to provide therapy resistance, suggesting that the unintended targeting of the tumor stromal components by cabozantinib may have an impact on the therapy outcomes.

## RESULTS

### Expression of MET and VEGFR2 in osteoblasts

To examine whether osteoblasts could be a target of cabozantinib, we examined whether MET and VEGFR2 are expressed in osteoblasts. Primary mouse osteoblasts (PMOs) were isolated from newborn mouse calvaria and cultured to confluence (D0 osteoblasts). To prepare differentiated PMOs, the D0 osteoblasts were further cultured in differentiation medium for 24 days (D24 osteoblasts), which resulted in an increase in the expression of osteocalcin, a marker of osteoblast differentiation, compared to D0 osteoblasts (Figure 1A, left panel). The expression of VEGFR2 and MET in D0 and D24 osteoblasts were examined by real-time RT-PCR. The oligonucleotide primers used in this study is shown in Supplementary Table 1. Real-time PCR showed that D0 osteoblasts express a low amount of VEGFR2, as indicated by the VEGFR2/GAPDH ratio (Figure 1A, middle panel). However, the levels of VEGFR2 are increased 8.5-fold in D24 osteoblasts compared to D0 osteoblasts (Figure 1A, middle panel). These observations are consistent with those reported by Deckers et al. [10], which showed that mouse preosteoblast-like cell line KS483 expressed VEGFR2 during mineralization. Real-time RT-PCR showed that MET is also expressed in PMOs, but the levels of MET in D0 and D24 osteoblasts are similar (Figure 1A, right panel). These results indicate that both MET and VEGFR2 are expressed in primary mouse osteoblasts.

**Figure 1:**
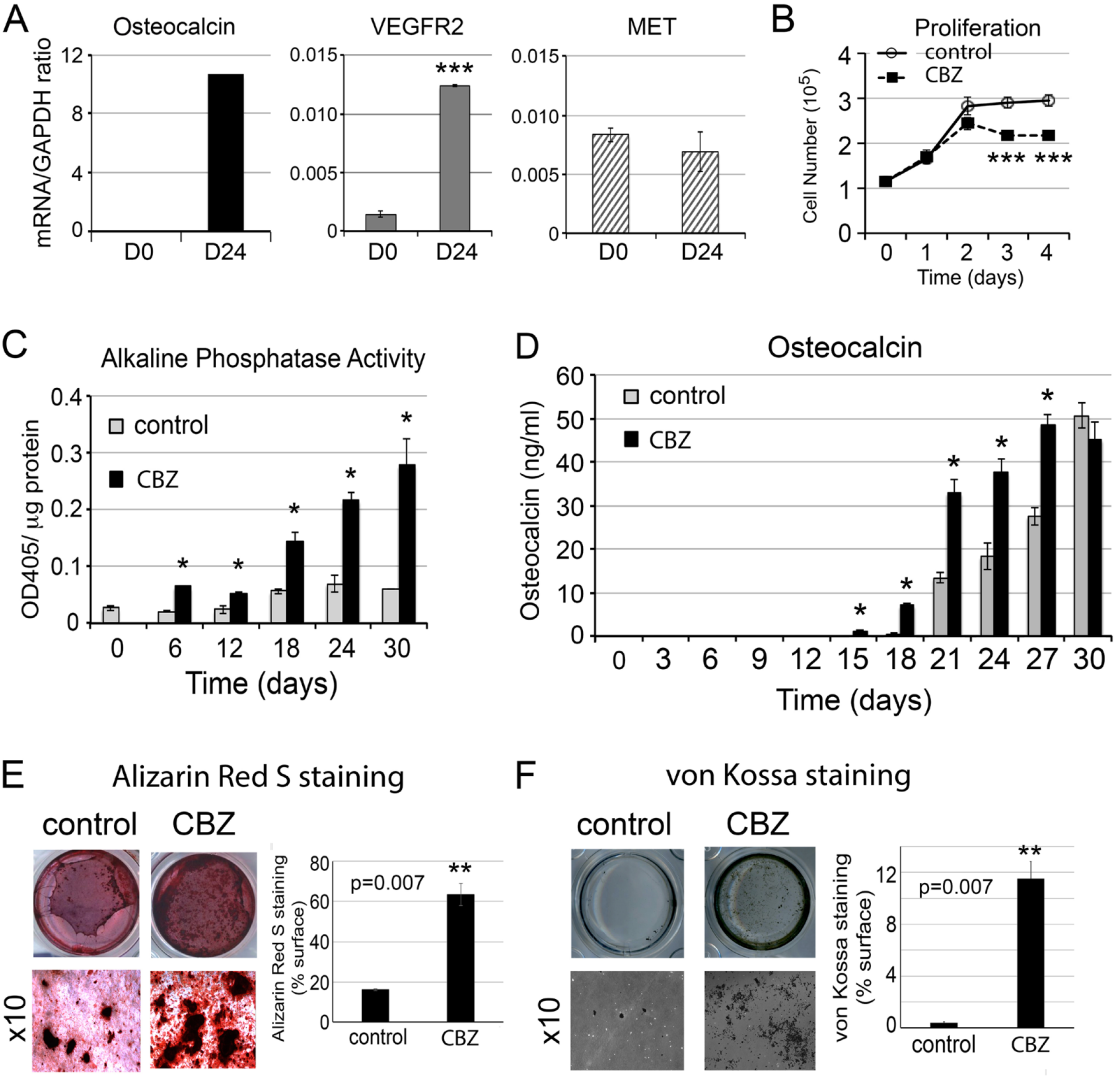
Effect of cabozantinib on osteoblast proliferation and differentiation **(A)** Real-time RT-PCR for the expression of osteocalcin, VEGFR2, and MET in the undifferentiated (D0) and differentiated (D24) osteoblasts; **(B)** Effects of cabozantinib on osteoblast proliferation measured by cell counting; **(C)** Effects of cabozantinib on osteoblast alkaline phosphatase activity during the time course of osteoblast differentiation; **(D)** Effects of cabozantinib on osteocalcin protein secretion measured by ELISA; and **(E)** Effects of cabozantinib on osteoblast mineralization measured by Alizarin Red S staining and **(F)** von Kossa staining. *, p<0.05, **, p<0.01, ***, p<0.001.

### Cabozantinib inhibits proliferation but enhances differentiation of osteoblasts

We examined the effects of cabozantinib on the proliferation of PMOs. As shown in Figure 1B, cabozantinib inhibited the proliferation of calvarial osteoblasts at a concentration of 100 nM. To examine the effect of cabozantinib on osteoblast differentiation, confluent osteoblasts were cultured in differentiation medium containing β-glycerol phosphate and ascorbic acid for 6, 18, 24, and 30 days with or without cabozantinib. Cabozantinib treatment led to a significant increase in the alkaline phosphatase activity, a marker of osteoblast differentiation, throughout the entire time course of differentiation (Figure 1C). Cabozantinib also increases the levels of osteocalcin in the conditioned medium up to 27 days as measured by ELISA (Figure 1D), and the mineralization of osteoblasts as measured by alizarin red S (Figure 1E) and von Kossa staining (Figure 1F). These observations indicate that cabozantinib treatment increases osteoblast differentiation.

### Transcriptional responses of osteoblasts to cabozantinib treatments

It is likely that cabozantinib enhances osteoblast differentiation through inhibition of VEGFR2 and MET-mediated signaling pathways, and this inhibition leads to changes in gene expression. 

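Gene arrays of 6 cultures of primary mouse calvarial osteoblasts were analyzed, with 2 arrays for each condition: undifferentiated osteoblasts, osteoblasts kept in differentiation medium, and osteoblasts kept in differentiation medium with 100 nM cabozantinib. The results section of the paper calls the last 2 conditions D24, while its array methods and the sample labels give 30 days. RNA was labeled with Cy3 and hybridized to the Whole Mouse Genome Oligo Microarray, and the scans were quantified with Feature Extraction 11.0.1.1. The 75th percentile of the probe signals, in arbitrary units, was 678 and 1975 on the undifferentiated arrays, 1213 and 721 on the differentiated arrays, and 1406 and 1092 on the cabozantinib arrays. The scanner software called 61.1% and 72.9% of the spots well above background on the undifferentiated arrays, 64.8% and 67.4% on the differentiated arrays, and 58.9% and 58.8% on the cabozantinib arrays. No spot was saturated on any array. The log2 signals of replicate arrays differed with a standard deviation of 0.87 between the undifferentiated arrays, 0.73 between the differentiated arrays and 0.64 between the cabozantinib arrays. The 4 arrays without cabozantinib were on a single slide and the 2 cabozantinib arrays were on another slide. The slide and the cabozantinib treatment therefore cannot be told apart, and no model with the slide as a term could be fitted to the cabozantinib comparison. The authors' deposited values are log2 values of 30439 probes. Their medians differ between arrays by at most 0.002, and on each array they correlate with the log2 scanner signal at 0.998 or more. The paper does not state the normalization, the filter on probes or the software, and its statistics section names the methods' t-test, paired. For the values given here, the background-subtracted scanner signals were put on the log2 scale and the 75th percentile of each array was subtracted, after control spots and outlier spots were removed. Probes well above background on at least 2 of the 6 arrays were kept, which left 27230 probes. These were fitted with limma on all 6 arrays with the replicate number as a block, and p values were adjusted by the Benjamini-Hochberg method. Deviations of arrays from their group means correlated across probes at 0.26 between the control and cabozantinib groups. Between the undifferentiated arrays and these 2 groups they correlated at -0.51 and -0.53. The negative values argue against the numbers pairing the undifferentiated arrays with the others, so p values with the block depend on a doubtful pairing. Each gene was represented by its probe with the highest mean signal, and probes without a RefSeq gene were counted under their own transcript name. Where no array of a group was well above background, the difference is given as a bound against the dimmest signal called well above background on each of those arrays, and no fold is given where this holds for both groups. On this scale the median of all genes was -0.29 (log2) in cabozantinib-treated osteoblasts relative to control, and with quantile normalization it was -0.08. Log2 fold changes are given as measured unless they are said to be relative to the median gene.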

To examine the effects of cabozantinib on the gene expression of osteoblasts, gene array profiling of D24 osteoblasts with or without cabozantinib treatment was performed. Genes that were upregulated or downregulated more than 2 fold and have a p-value < 0.05 were considered for further analysis. The resulting 2944 genes were analyzed for the pathways involved. 

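Of the 23082 genes tested, 616 differed between cabozantinib-treated and control differentiated osteoblasts at an adjusted p under 0.05 in limma, 28 higher and 588 lower. This count depended on the replicate block. It was 2948 without the block and 7064 with the replicate numbers of the undifferentiated arrays exchanged, a setting added after the data were seen. The criterion of a more than 2-fold change and an unadjusted p under 0.05 was met by 5400 genes, 625 higher and 4775 lower, so that 11.6% of them were higher. Fitting the 4 compared arrays alone gave 5541 genes with an adjusted p under 0.05, while limma after quantile normalization gave 0, with 4028 genes at an unadjusted p under 0.05. Without one of the 4 compared arrays it fell to 41 genes (cabozantinib replicate 1 left out), 87 (control replicate 2), 124 (cabozantinib replicate 2) or 277 (control replicate 1). With quantile normalization 3537 genes met the 2-fold criterion, of which 34.0% were higher, and 2887 of these genes were among the 5400. In the authors' deposited values, an unpaired test gave 2944 probes with a more than 2-fold change and an unadjusted p under 0.05, 947 higher and 1997 lower, and these probes belonged to 1944 named genes. The paired test on the same values gave 1656 probes. No probe had an adjusted p under 0.05 by the unpaired test, with 0.0843 as the smallest, while 5441 probes had an unadjusted p under 0.05 where 1522 would be expected by chance. Of the 2944 probes, 51.1% were well above background on all 4 arrays compared, 8.7% were on none, and 1048 probes were on neither array of one group only.

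**Figure D1:**
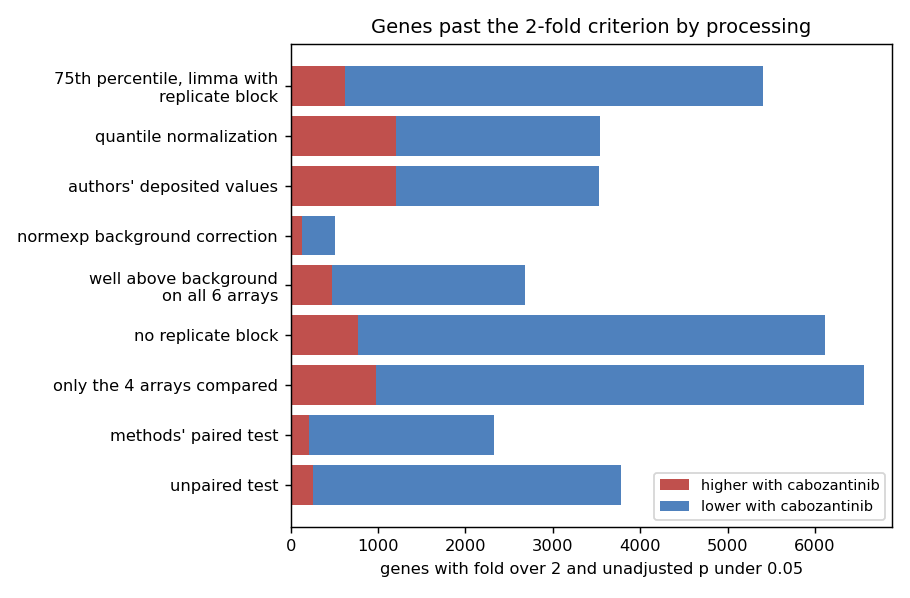
Number of genes with a more than 2-fold change and an unadjusted p under 0.05 between cabozantinib-treated and control differentiated osteoblasts (x axis) for different ways of processing the same arrays (y axis). Bars are divided into genes higher and lower with cabozantinib; the lower genes are more numerous in each bar, from 512 genes with normexp background correction to 6558 genes with only the 4 arrays compared.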

In silico analysis with Ingenuity Pathway Analysis (IPA) was used to detect biological pathways altered by cabozantinib treatment. As shown in Figure 2A, pathways involving HGF (a MET ligand) signaling, VEGF family ligand receptor interaction, and VEGF signaling pathways were found to be downregulated by cabozantinib, consistent with cabozantinib inhibition of MET and VEGFR2. In addition to these known targets, we also found that eNOS signaling, leukocyte extravasation signaling, AMPK signaling, and growth hormone signaling pathways in osteoblasts are downregulated by cabozantinib (Figure 2A). 

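The gene sets of Ingenuity Pathway Analysis were not used here, and the array values were instead read over short lists of pathway genes written down without reference to the arrays. Over 10 genes of HGF and MET signaling the median log2 fold change with cabozantinib was -0.53, or -0.24 relative to the median gene, and 3 of the genes were higher. The rotation test of limma (fry) gave this list an adjusted p of 0.194 over the 16 lists tested. With quantile normalization the median was 0.01, so its direction depended on the scaling. Over all genes 0 genes of the list had an adjusted p under 0.05, against 1 without the replicate block and 2 in a fit to the 4 arrays compared, and 1 gene did when adjusted over the list alone. MET itself had a log2 fold change of -0.67 (adjusted p = 0.499, 0.244 without the replicate block and 0.1005 with the 4 arrays compared; -0.06 with quantile normalization), and HGF one of 0.22 (adjusted p = 0.906). Over 10 genes of the VEGF ligands and receptors the median was -0.23, with 4 genes higher, and -0.12 with quantile normalization, where the mean of the list was 0.13. The adjusted p of this list was 0.320, and 1 gene, FLT4, had an adjusted p under 0.05 over all genes and over the list alone (3 and 5 genes in a fit to the 4 arrays compared). FLT4 was at least 1.61-fold lower, as neither cabozantinib array was well above background for it. VEGFR2 had a log2 fold change of -0.73 (adjusted p = 0.492, 0.298 without the block and 0.0903 with the 4 arrays compared) at its brightest probe and -1.93 (adjusted p = 0.0606) at a second, dimmer probe.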

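3 further lists of the same kind were read on the arrays. The 7 genes of eNOS signaling had a median log2 fold change of 0.18 with cabozantinib, from -0.45 to 1.31, and the median was 0.33 with quantile normalization. The 9 subunits and kinases of AMPK signaling had a median of -0.15, with 0.92 as the highest value, and 3 of them were higher. No exact value is given for the lowest gene, PRKAA2. PRKAA2 was the gene of this list with an adjusted p under 0.05 (0.0485 over all genes), and neither cabozantinib array was well above background for it. The 8 genes of growth hormone signaling had a median of -0.07, with 4 genes higher and 4 lower, and 0.04 with quantile normalization. The lowest adjusted fry p of the 3 lists was 0.320. In a fit to the 4 arrays compared, 3 eNOS genes and 2 AMPK genes had an adjusted p under 0.05 over all genes. Leukocyte extravasation signaling was not analysed here.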

Pathways that are upregulated by cabozantinib were also observed. These include cardiac hypertrophy signaling, CREB signaling in neurons, P2Y purinergic receptor signaling, and NGF signaling (Figure 2B).

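For CREB signaling, 8 genes had a median log2 fold change of -0.58 with cabozantinib and 3 of them were higher. The 7 P2Y receptors had a median of -0.39. With quantile normalization these medians were -0.34 and -0.37. The adjusted p of fry was 0.320 for CREB and 0.241 for P2Y. The P2Y receptor with the lowest value was P2RY4, which no cabozantinib array showed well above background. Cardiac hypertrophy signaling was not analysed here.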

**Figure 2:**
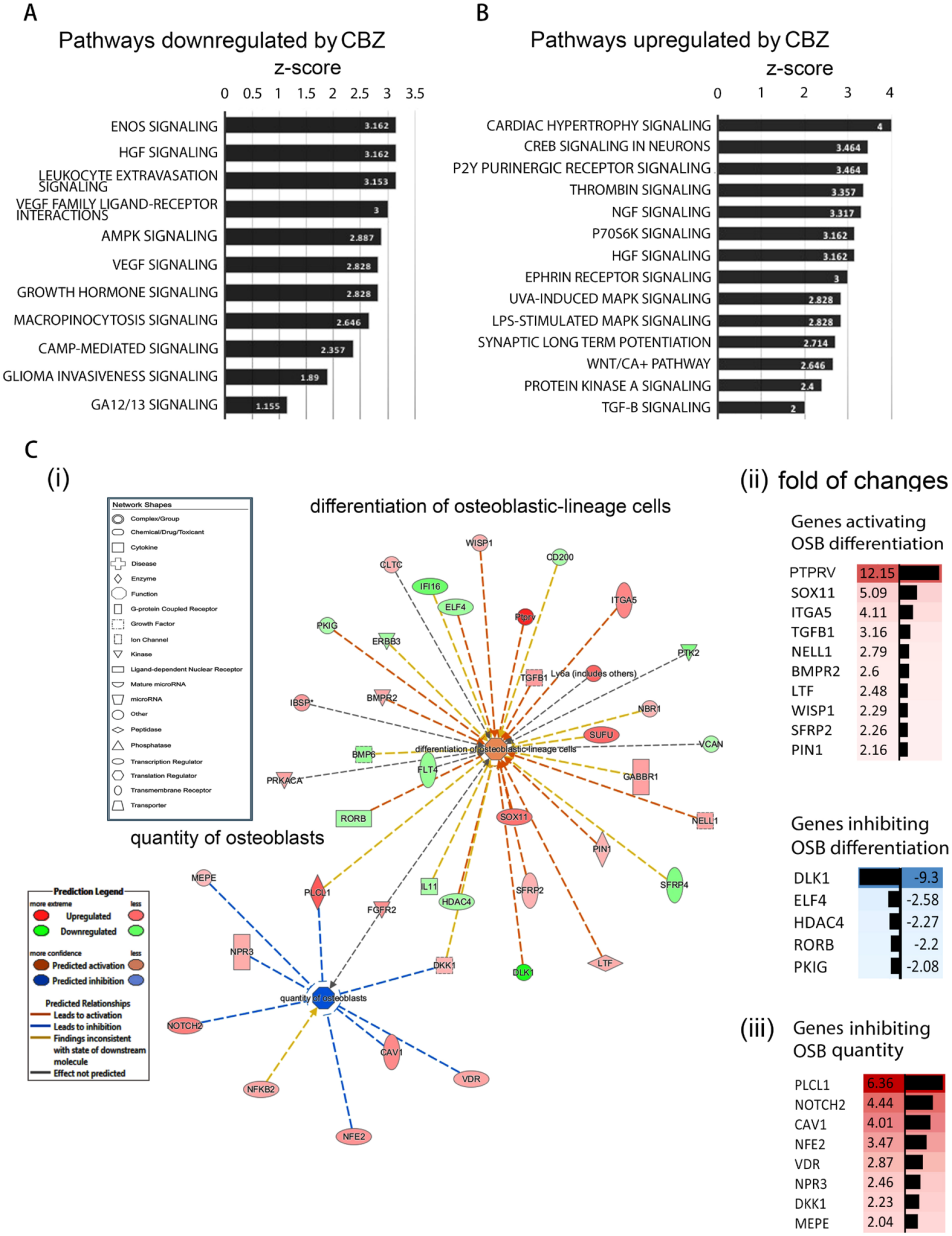
Pathways affected by cabozantinib treatments using ingenuity pathway analysis (IPA) **(A)** Pathways that may be affected by genes up-regulated by cabozantinib; **(B)** Pathways that may be affected by genes down-regulated by cabozantinib; **(C)** (i) Cabozantinib regulated genes that are involved in “differentiation of osteoblastic-lineage cells” and “inhibition of osteoblast proliferation” based on IPA; (ii) fold of change of up-regulated genes and down-regulated genes related to inhibition of osteoblast differentiation. (iii) fold of change of up-regulated genes related to inhibition of osteoblast quantity.

### Genes that enhance osteoblast differentiation

Next, we used IPA to analyze genes whose changes may be relevant to osteoblast activities. 

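Tables 1 to 4 hold 97 distinct genes, 93 of which had a probe among those tested. Of these 93 genes, 89 changed in the direction given in the tables, 54 by more than 2-fold, and 43 also had an unadjusted p under 0.05 in limma. Over all genes tested 4 of them had an adjusted p under 0.05, and adjusted over the list alone 13 did, which is not independent evidence because the genes were chosen on these arrays. These counts were 26 and 47 without the replicate block, and 48 and 63 with the 4 compared arrays alone. With quantile normalization and with the authors' deposited values 73 genes met the 2-fold criterion, and with an array left out the count lay between 9 (without cabozantinib replicate 1) and 54 (without either undifferentiated array). Of the 20 genes of Table 1, 19 were higher with cabozantinib, 11 by more than 2-fold, and 7 met the criterion. Of the 14 genes of Table 2, 13 were tested, 11 were lower and 8 met the criterion. For 96 of the 97 genes the authors' deposited values held exactly 1 probe with the fold and the unpaired p printed in the tables. These probes were well above background on all 4 arrays compared for 61 genes and on none of the 4 for 9 genes. They were well above background on neither control array for 25 genes and on neither cabozantinib array for 13 genes.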

IPA analyses identified 20 genes whose upregulation and 14 genes whose downregulation are associated with “differentiation of osteoblastic-lineage cells” (Figure 2Ci, Table 1, and Table 2). Thus, the analyses predicted that cabozantinib treatment may lead to an increase of osteoblast differentiation (Figure 2Ci). 

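A list of 18 osteoblast differentiation genes that was not taken from the tables had a median log2 fold change of -0.09 with cabozantinib, or 0.20 relative to the median gene, with 7 genes higher and the others lower. The adjusted fry p over the 16 lists was 0.914, and 0 genes of the list had an adjusted p under 0.05 over all genes or over the list alone. Over all genes 1 gene did without the replicate block and 5 genes did in a fit to the 4 compared arrays. With quantile normalization the median was 0.12 with 12 genes higher, and its adjusted p was 0.175. The log2 fold change was 1.50 for IBSP, -0.08 for osteocalcin (Bglap2) and 0.19 for alkaline phosphatase. The list was not kept free of genes of the tables. IBSP, for example, is also in Tables 1 and 4, whose genes were chosen on these arrays. PHEX was the lowest gene of the list at -1.20. From the genes of Tables 1 and 2 and the direction in which each changed, the paper reasons that cabozantinib treatment may lead to more osteoblast differentiation.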

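NELL1 had a log2 fold change of 1.47 with cabozantinib (standard error 0.48, adjusted p = 0.105 in limma), and both cabozantinib arrays were above both control arrays. In limma its adjusted p was 0.0327 without the replicate block and 0.02995 with the 4 compared arrays. The log2 fold changes of other genes with measurable signal were 1.04 for WISP1, 1.03 for SFRP2 and 0.77 for BMPR2. Their adjusted p values lay between 0.258 and 0.437, between 0.109 and 0.2395 without the replicate block and between 0.0442 and 0.0930 with the 4 compared arrays. A second probe of WISP1 rose by 2.85. LTF was not well above background on any control or cabozantinib array, so no fold is given for it. With quantile normalization these 4 genes were also higher, from 1.17 for SFRP2 to 1.48 for NELL1.

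**Figure D2:**
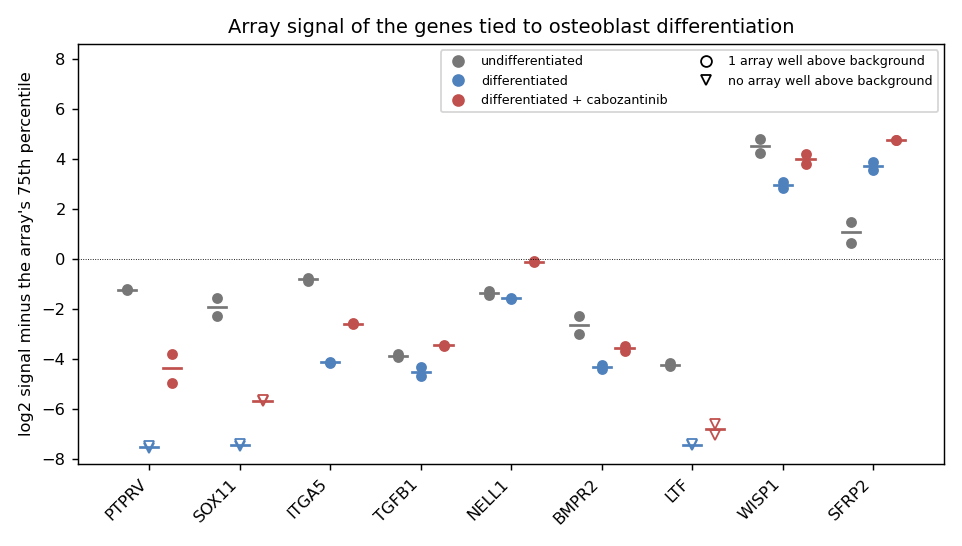
Signal on each array (y axis, log2 minus the 75th percentile of the array) of 9 upregulated genes associated with osteoblast differentiation (x axis), for undifferentiated, differentiated and cabozantinib-treated differentiated osteoblasts. Points are arrays, short lines are means of 2 arrays, and open triangles mark groups without an array well above background, as for SOX11 and LTF in both differentiated groups.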

PTPRV, SOX11, ITGA5, TGFB1, NELL1, BMPR2, LTF, WISP1, SFRP2, and PIN1, are among the upregulated genes that are associated with osteoblast differentiation (Figure 2Ci and Figure 2Cii). PTPRV, protein tyrosine phosphatase receptor type V, also known as osteotesticular protein tyrosine phosphatase (OST-PTP) [11], was upregulated 12-fold by cabozantinib treatment in gene array analysis (Figure 2Cii). 

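The PTPRV probe was well above background on both undifferentiated arrays, on neither control differentiated array and on both cabozantinib arrays. Its signal relative to the 75th percentile (log2) was -7.56 and -7.48 on the control arrays and -3.77 and -4.95 on the cabozantinib arrays. Because the control arrays were at background, PTPRV is given as at least 2.93-fold higher with cabozantinib (adjusted p = 0.0474 in limma). PTPRV was at least 26.1-fold lower in control differentiated than in undifferentiated osteoblasts. The adjusted p for cabozantinib ranged from 0.0231 to 1.00 over the ways of processing the arrays. A second PTPRV probe was at background on all 6 arrays.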

PTPRV was previously shown to increase osteoblast differentiation [12] and SOX 11 and NELL1 has been shown to play a role in skeletal ossification [13].

**Table 1:** Cabozantinib upregulated genes that are involved in the “differentiation of osteoblastic-lineage cells”

Symbol	Gene Name	Fold Change	p-value	Location	Family
PTPRV	protein tyrosine phosphatase, receptor type, V	12.15	0.022	*Other	**other
SOX11	SRY-box 11	5.09	0.001	Nucleus	transcription regulator
ITGA5	integrin subunit alpha 5	4.11	0.005	Plasma Membrane	transmembrane receptor
TGFB1	transforming growth factor beta 1	3.16	0.001	Extracellular Space	growth factor
NELL1	neural EGFL like 1	2.79	1.00E-03	Extracellular Space	growth factor
BMPR2	bone morphogenetic protein receptor type 2	2.6	0.006	Plasma Membrane	kinase
LTF	lactotransferrin	2.48	0.031	Extracellular Space	peptidase
WISP1	WNT1 inducible signaling pathway protein 1	2.29	0.003	Extracellular Space	other
SFRP2	secreted frizzled-related protein 2	2.26	0.016	Plasma Membrane	transmembrane receptor
PIN1	peptidylprolyl cis/trans isomerase, NIMA-interacting 1	2.16	0.039	Nucleus	enzyme
PLCL1	phospholipase C like 1	6.36	0.0065	Cytoplasm	enzyme
SUFU	SUFU negative regulator of hedgehog signaling	5.61	0.004	Nucleus	transcription regulator
GABBR1	gamma-aminobutyric acid type B receptor subunit 1	2.96	4.00E-04	Plasma Membrane	G-protein coupled receptor
DKK1	dickkopf WNT signaling pathway inhibitor 1	2.23	0.047	Extracellular Space	growth factor
NBR1	neighbor of BRCA1 gene 1	2.15	0.041	Cytoplasm	other
Ly6a (includes others)	lymphocyte antigen 6 complex, locus A	5.94	0.014	Plasma Membrane	other
FGFR2	fibroblast growth factor receptor 2	3.71	0.026	Plasma Membrane	kinase
IBSP	integrin binding sialoprotein	3.22	1.64E-05	Extracellular Space	other
PRKACA	protein kinase cAMP-activated catalytic subunit alpha	2.9	0.003	Cytoplasm	kinase
CLTC	clathrin heavy chain	2.25	0.048	Plasma Membrane	other

* The location of the protein has not been defined.

** The function of the protein has not been assigned.

**Table 2:** Cabozantinib downregulated genes that are involved in the “differentiation of osteoblastic-lineage cells”

Symbol	Gene Name	Fold Change	p-value	Location	Family
DLK1	delta-like 1 homolog (Drosophila)	-9.30	0.010	Extracellular Space	**other
ELF4	E74 like ETS transcription factor 4	-2.58	0.003	Nucleus	transcription regulator
HDAC4	histone deacetylase 4	-2.27	0.022	Nucleus	transcription regulator
RORB	RAR related orphan receptor B	-2.20	0.016	Nucleus	ligand-dependent nuclear receptor
PKIG	protein kinase (cAMP-dependent, catalytic) inhibitor gamma	-2.08	0.018	*Other	other
IL11	interleukin 11	-2.12	0.007	Extracellular Space	cytokine
CD200	CD200 molecule	-2.23	0.002	Plasma Membrane	other
ERBB3	erb-b2 receptor tyrosine kinase 3	-2.29	0.018	Plasma Membrane	kinase
BMP6	bone morphogenetic protein 6	-2.79	0.042	Extracellular Space	growth factor
SFRP4	secreted frizzled related protein 4	-3.56	0.004	Plasma Membrane	transmembrane receptor
IFI16	interferon gamma inducible protein 16	-4.48	0.018	Nucleus	transcription regulator
VCAN	versican	-2.01	0.023	Extracellular Space	other
FLT4	fms related tyrosine kinase 4	-2.83	0.035	Plasma Membrane	transmembrane receptor
PTK2	protein tyrosine kinase 2	-3.62	0.008	Cytoplasm	kinase

* The location of the protein has not been defined.

** The function of the protein has not been assigned.

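ITGA5 had a log2 fold change of 1.55 (standard error 0.48, adjusted p = 0.0914 in limma) and TGFB1 one of 1.05 (standard error 0.49, adjusted p = 0.233). Without the replicate block these p values were 0.0300 and 0.0821, and with the 4 compared arrays 0.0297 and 0.0526. Both genes were well above background on all 6 arrays, and for both the cabozantinib arrays were above the control arrays. With quantile normalization the log2 fold changes were 2.04 for ITGA5 and 1.66 for TGFB1. SOX11 was well above background on both undifferentiated arrays and on none of the differentiated arrays, with or without cabozantinib, so that no fold is given for it.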

To verify the gene array analysis, we tested genes that showed more than a 3-fold increase, i.e., PTPRV, SOX11, ITGA5 and TGFβ1, by real-time RT-PCR. For each specific gene examined, three pairs of primers were tested for their specificities and the best oligo pair, which generated high level of predicted product without non-specific products, was selected for real-time RT-PCR analysis (data not shown). Real-time RT-PCR of the messages prepared from D24 osteoblasts treated with or without cabozantinib showed that the mRNAs of PTPRV and ITGA5 are upregulated by cabozantinib, while SOX11 and TGFβ1 do not show significant changes in the levels of mRNAs by cabozantinib (Figure 3A).

**Figure 3:**
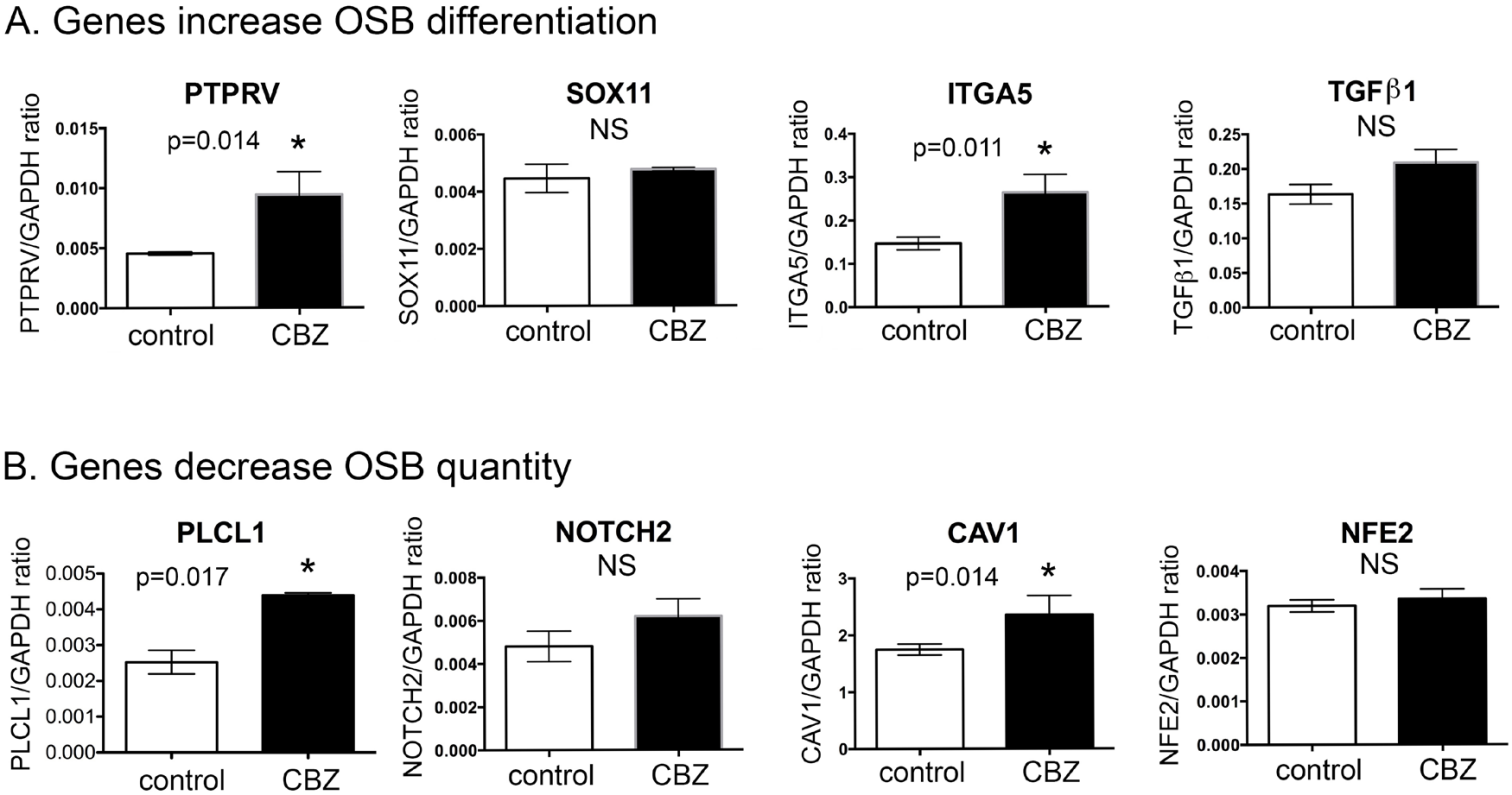
Real-time RT-PCR for mRNA levels of cabozantinib regulated genes involved in “differentiation of osteoblastic-lineage cells” and “inhibition of osteoblast proliferation” **(A)** Real-time RT-PCR for the mRNAs of genes involved in increase of osteoblast differentiation; **(B)** Real-time RT-PCR for the mRNAs of genes involved in the inhibition of osteoblast proliferation. *, p<0.05.

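DLK1 was well above background on all 6 arrays at its brightest probe, where its log2 fold change with cabozantinib was -3.32 (standard error 0.51, adjusted p = 0.0474 in limma). Its signal was 0.44 in undifferentiated, 2.72 in differentiated and -0.61 in cabozantinib-treated osteoblasts, in log2 units relative to the 75th percentile. A second DLK1 probe, well above background on 4 of the 6 arrays, had a log2 fold change of -1.69. With quantile normalization the change at the brightest probe was -3.22, and with single arrays left out it lay between -3.78 and -2.86. The adjusted p ranged from 0.0140 to 0.498 over the ways of processing the arrays.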

Among the downregulated genes, DLK1 was downregulated >9-fold by cabozantinib treatment (Figure 2Cii). DLK1 was reported to be associated with inhibition of osteoblast differentiation [14]. However, the DLK1 mRNA levels in D24 osteoblasts with or without cabozantinib treatment were too low to be accurately determined (data not shown).

### Genes that inhibit osteoblast proliferation

Next, we analyzed the genes whose changes may be relevant to osteoblast proliferation. 

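All 10 genes of Table 3 were higher in cabozantinib-treated osteoblasts on the arrays, and they remained higher with quantile normalization. The median of their log2 fold changes was 1.05 and 6 of them changed more than 2-fold. The 2-fold criterion with an unadjusted p under 0.05 was met by 4 of the 10 genes, and 0 had an adjusted p under 0.05 over all genes. Without the replicate block 2 of them had one, 1 did with the mean of a gene's probes, and 5 did when limma was fitted to the 4 arrays compared.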

IPA analyses identified 10 genes whose upregulation is associated with a decrease of “quantity of osteoblasts” (Figure 2Ci and Table 3). Thus, the analyses predicted that cabozantinib treatment might lead to inhibition of osteoblast quantity (Figure 2Ci). PLCL1, NOTCH2, CAV1, NFE2, VDR, NPR3, DKK1, and MEPE are among the upregulated genes (Table 3, Figure 2Ciii). 

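Among these genes the log2 fold change was 1.36 for VDR (adjusted p = 0.126), 1.29 for NPR3 (adjusted p = 0.198) and 1.05 for MEPE (adjusted p = 0.262), all in limma. In a fit to the 4 compared arrays these p values were 0.0310, 0.0322 and 0.0427, and without the replicate block 0.0416 for VDR and 0.127 and 0.126 for the others. For all 3 genes the cabozantinib arrays were above the control arrays, and all 3 were well above background on all 6 arrays. From undifferentiated to control differentiated osteoblasts, VDR fell by 2.99 on the log2 scale, and MEPE rose by 2.44.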

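CAV1 had a log2 fold change of 1.31 with cabozantinib (adjusted p = 0.148) and NFE2 one of 1.05 (adjusted p = 0.229). Without the replicate block their adjusted p in limma was 0.0811 and 0.122, and with the 4 compared arrays 0.0370 and 0.0509. For both genes 1 of the 2 control arrays was well above background. PLCL1 was at background on both control arrays and was at least 1.67-fold higher with cabozantinib (adjusted p = 0.0575, 0.0260 without the replicate block and 0.0297 with the 4 compared arrays). The NOTCH2 probe with the fold printed in Table 3 was well above background on no control or cabozantinib array. The brightest NOTCH2 probe, well above background on all arrays, had a log2 fold change of 0.53 (adjusted p = 0.669, 0.4985 without the block and 0.407 with the 4 compared arrays). With quantile normalization CAV1 and NFE2 were also higher, by 2.00 and 1.79 on the log2 scale.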

Four genes attained the criteria of >3-fold change and real-time RT-PCR was performed to determine mRNAs levels in D24 osteoblasts treated with or without cabozantinib. As shown in Figure 3B, the mRNAs of PLCL1 and CAV1 are upregulated by cabozantinib while those of NOTCH2 and NFE2 are not (Figure 3B). These observations suggest that upregulation of these genes by cabozantinib inhibits osteoblast proliferation.

**Table 3:** Cabozantinib regulated genes that are involved in “quantity of osteoblasts”

Symbol	Gene name	Fold Change	p-value	Location	Family
MEPE	matrix extracellular phosphoglycoprotein	2.04	0.003	Extracellular Space	**other
PLCL1	phospholipase C like 1	6.36	0.006	Cytoplasm	enzyme
VDR	vitamin D (1, 25- dihydroxyvitamin D3) receptor	2.87	0.007	Nucleus	transcription regulator
NPR3	natriuretic peptide receptor 3	2.46	0.014	Plasma Membrane	G-protein coupled receptor
NFE2	nuclear factor, erythroid 2	3.47	0.015	Nucleus	transcription regulator
CAV1	caveolin 1	4.01	0.030	Plasma Membrane	transmembrane receptor
NOTCH2	notch 2	4.44	0.037	Plasma Membrane	transcription regulator
DKK1	dickkopf WNT signaling pathway inhibitor 1	2.23	0.047	Extracellular Space	growth factor
NFKB2	nuclear factor kappa B subunit 2	2.74	0.043	Nucleus	transcription regulator
FGFR2	fibroblast growth factor receptor 2	3.71	0.026	Plasma Membrane	kinase

** The function of the protein has not been assigned.

### Cabozantinib induces secretion of factors from osteoblasts

Cabozantinib treatment may affect factors secreted from osteoblasts. Because of the intimate relationship between osteoblasts and PCa cells in the bone microenvironment, alterations in osteoblast-secreted factors following cabozantinib treatment may have an effect on PCa cells through paracrine effects. 

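Of the 63 secreted factors of Table 4, 60 had a probe among those tested, and 59 of these were higher in cabozantinib-treated osteoblasts. The median log2 fold change was 1.08. A change of more than 2-fold was measured for 35 factors, and 27 also had an unadjusted p under 0.05. With the replicate block and the brightest probe of each gene 0 factors had an adjusted p under 0.05, over all genes or over the list alone. With the mean of a gene's probes 4 factors did over all genes and 8 over the list, and with the probe of largest change 4 and 14. LIPI and PAPPA2 had an adjusted p of 0.0474 in limma at the probe with the printed fold, and IBSP at a second probe. Without the block 13 factors did over all genes and 32 over the list alone, and with limma on the 4 arrays compared 31 and 43 did. With quantile normalization 51 factors met the 2-fold criterion, and 50 had an adjusted p under 0.05 over the list alone.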

Analysis of gene array results revealed 63 secreted factors that are upregulated more than 2-fold following cabozantinib treatment (Table 4). In silico analysis to map the function of these secreted factors identified PAPPA, IGFBP2, DKK1, and TGFβ1, which have documented effects on “invasion of tumor cells” or “prostate cancer and tumors” (Figure 4A). In addition, WNT16, previously shown to play a role in therapy resistance of PCa to radiation therapy [15], and LEFTY1, a TGF-β family protein required for left-right axis determination [16, 17], are also upregulated by cabozantinib (Table 4). 

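PAPPA had a log2 fold change of 0.92 with cabozantinib (adjusted p = 0.313), and it was among the brighter genes, at 2.82 in control and 3.74 in cabozantinib-treated osteoblasts (log2 relative to the 75th percentile). IGFBP2 changed by 1.70 (standard error 0.48, adjusted p = 0.0758) at its brightest probe and by 2.23 at a second probe. DKK1 changed by 0.98 (adjusted p = 0.298). In limma without the replicate block the adjusted p was 0.126 for PAPPA, 0.0268 for IGFBP2 and 0.137 for DKK1, and with the 4 compared arrays 0.0540, 0.0297 and 0.101. In all 3 genes both cabozantinib arrays were above both control arrays. DKK1 was also 3.40 higher on the log2 scale in control differentiated than in undifferentiated osteoblasts.

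**Figure D3:**
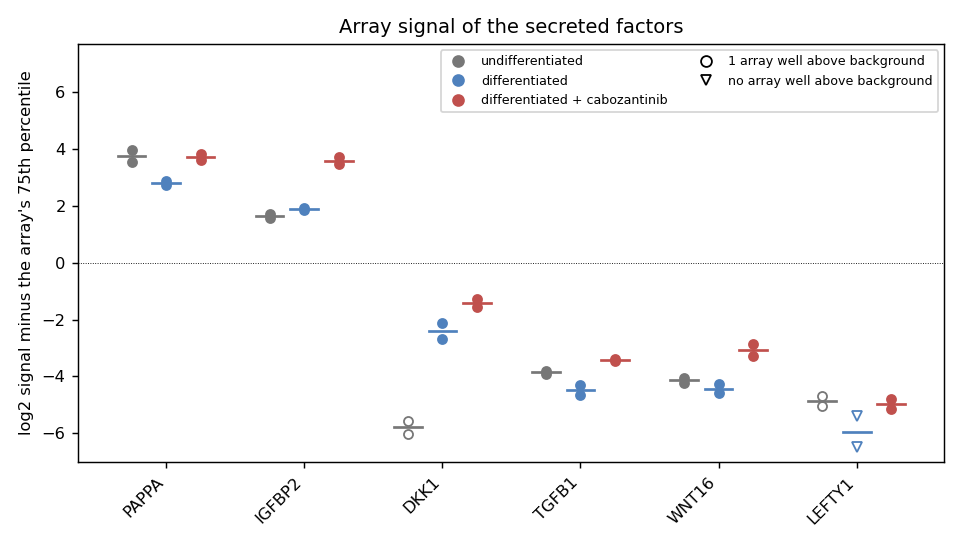
Signal on each array (y axis, log2 minus the 75th percentile of the array) of the genes of 6 secreted factors (x axis) in undifferentiated, differentiated and cabozantinib-treated differentiated osteoblasts. Points are arrays, short lines are means of 2 arrays, and open symbols mark groups with 1 array (circles) or no array (triangles) well above background; the mean of each gene is higher with cabozantinib than in control differentiated osteoblasts.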

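The WNT16 probe with the fold printed in Table 4 had a log2 fold change of 1.36 (standard error 0.49, adjusted p = 0.134 in limma, 0.0482 without the replicate block and 0.0309 with the 4 compared arrays) and was well above background on all 6 arrays. A second WNT16 probe changed in the other direction, from well above background on both control arrays to neither cabozantinib array, and was at least 3.23-fold lower. LEFTY1 was well above background on neither control array and on both cabozantinib arrays, at least 1.48-fold higher (adjusted p = 0.317, 0.198 without the block and 0.0889 with the 4 compared arrays).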

Real-time RT-PCR showed that the mRNAs of PAPPA, IGFBP2, WNT16, LEFTY1, and DKK1 are upregulated by cabozantinib while that of TGFβ1 is not (Figure 4B).

**Table 4:** Cabozantinib upregulated genes that encode secreted factors

Symbol	Gene Name	Fold Change	p-value	Family
NELL1	neural EGFL like 1	2.794	9.25E-04	growth factor
TGFB1	transforming growth factor beta 1	3.164	1.11E-03	growth factor
NTF4	neurotrophin 4	2.059	2.75E-02	growth factor
LEFTY1	left-right determination factor 1	3.53	4.22E-02	growth factor
DKK1	dickkopf WNT signaling pathway inhibitor 1	2.229	4.71E-02	growth factor
IFNG	interferon, gamma	4.285	4.44E-03	cytokine
Ccl27a	chemokine (C-C motif) ligand 27A	3.589	1.31E-02	cytokine
IBSP	integrin binding sialoprotein	3.218	1.64E-05	**other
FAM3A	family with sequence similarity 3 member A	2.882	6.53E-04	other
WISP1	WNT1 inducible signaling pathway protein 1	2.285	2.88E-03	other
FAM132B	family with sequence similarity 132 member B	3.75	2.93E-03	other
WFDC1	WAP four-disulfide core domain 1	2.395	2.99E-03	other
MEPE	matrix extracellular phosphoglycoprotein	2.035	3.23E-03	other
CFC1/CFC1B	cripto, FRL-1, cryptic family 1	6.786	4.16E-03	other
AIM1L	absent in melanoma 1-like	2.13	4.82E-03	other
RASAL2	RAS protein activator like 2	2.119	4.96E-03	other
VMO1	vitelline membrane outer layer 1 homolog (chicken)	3.936	6.43E-03	other
FBLN1	fibulin 1	2.316	7.85E-03	other
ITIH4	inter-alpha-trypsin inhibitor heavy chain family member 4	2.663	8.95E-03	other
Hamp/Hamp2	hepcidin antimicrobial peptide	5.98	1.18E-02	other
SMTN	smoothelin	3.985	1.29E-02	other
BPIFB2	BPI fold containing family B member 2	2.534	1.62E-02	other
IGFBP2	insulin like growth factor binding protein 2	5.033	1.91E-02	other
PCOLCE2	procollagen C-endopeptidase enhancer 2	2.148	1.98E-02	other
Fcna	ficolin A	2.125	2.05E-02	other
MFAP4	microfibrillar associated protein 4	2.188	2.06E-02	other
OLFML3	olfactomedin like 3	3.071	2.36E-02	other
KLHL5	kelch like family member 5	3.402	2.49E-02	other
CRB2	crumbs family member 2	2.055	2.57E-02	other
IFT22	intraflagellar transport 22	2.547	2.73E-02	other
VSTM2A	V-set and transmembrane domain containing 2A	2.168	2.84E-02	other
IL34	interleukin 34	2.859	2.95E-02	other
IFT172	intraflagellar transport 172	5.1	2.99E-02	other
WNT16	wingless-type MMTV integration site family member 16	3.806	3.14E-02	other
ADAMTSL1	ADAMTS like 1	4.286	3.24E-02	other
SPOCK2	sparc/osteonectin, cwcv and kazal-like domains proteoglycan (testican) 2	3.193	3.39E-02	other
APCS	amyloid P component, serum	3.698	3.47E-02	other
SLIT3	slit guidance ligand 3	2.855	3.55E-02	other
COL11A2	collagen, type XI, alpha 2	4.198	3.68E-02	other
PYY	peptide YY	3.351	4.03E-02	other
WFIKKN2	WAP, follistatin/kazal, immunoglobulin, kunitz and netrin domain containing 2	2.424	4.27E-02	other
KDM6B	lysine (K)-specific demethylase 6B	2.073	4.30E-02	other
SCUBE2	signal peptide, CUB domain, EGF-like 2	2.188	4.32E-02	other
SERPINE1	serpin peptidase inhibitor	2.171	4.61E-02	other
COL22A1	collagen, type XXII, alpha 1	2.628	4.93E-02	other
LIPI	lipase, member I	9.486	4.79E-04	enzyme
GFOD2	glucose-fructose oxidoreductase domain containing 2	2.93	6.91E-04	enzyme
FUCA2	fucosidase, alpha-L- 2, plasma	2.088	3.22E-02	enzyme
LOXL1	lysyl oxidase like 1	2.721	4.61E-02	enzyme
PAPPA2	pappalysin 2	12.557	4.50E-04	peptidase
MMP8	matrix metallopeptidase 8	3.24	5.39E-04	peptidase
PAPPA	pregnancy-associated plasma protein A, pappalysin 1	2.062	1.81E-03	peptidase
CPXM2	carboxypeptidase X (M14 family), member 2	2.846	6.45E-03	peptidase
CPB1	carboxypeptidase B1	2.991	1.32E-02	peptidase
CPA3	carboxypeptidase A3	3.977	1.47E-02	peptidase
CPB2	carboxypeptidase B2	2.243	2.09E-02	peptidase
CPA4	carboxypeptidase A4	3.1	2.36E-02	peptidase
ADAMTS8	ADAM metallopeptidase with thrombospondin type 1 motif 8	2.221	2.59E-02	peptidase
Prss32	protease, serine 32	4.528	2.69E-02	peptidase
LTF	lactotransferrin	2.479	3.14E-02	peptidase
PCSK5	proprotein convertase subtilisin/kexin type 5	2.491	4.84E-02	peptidase
BPGM	bisphosphoglycerate mutase	2.414	3.26E-02	phosphatase
A2M	alpha-2-macroglobulin	2.54	3.52E-02	transporter

** The function of the protein has not been assigned.

**Figure 4:**
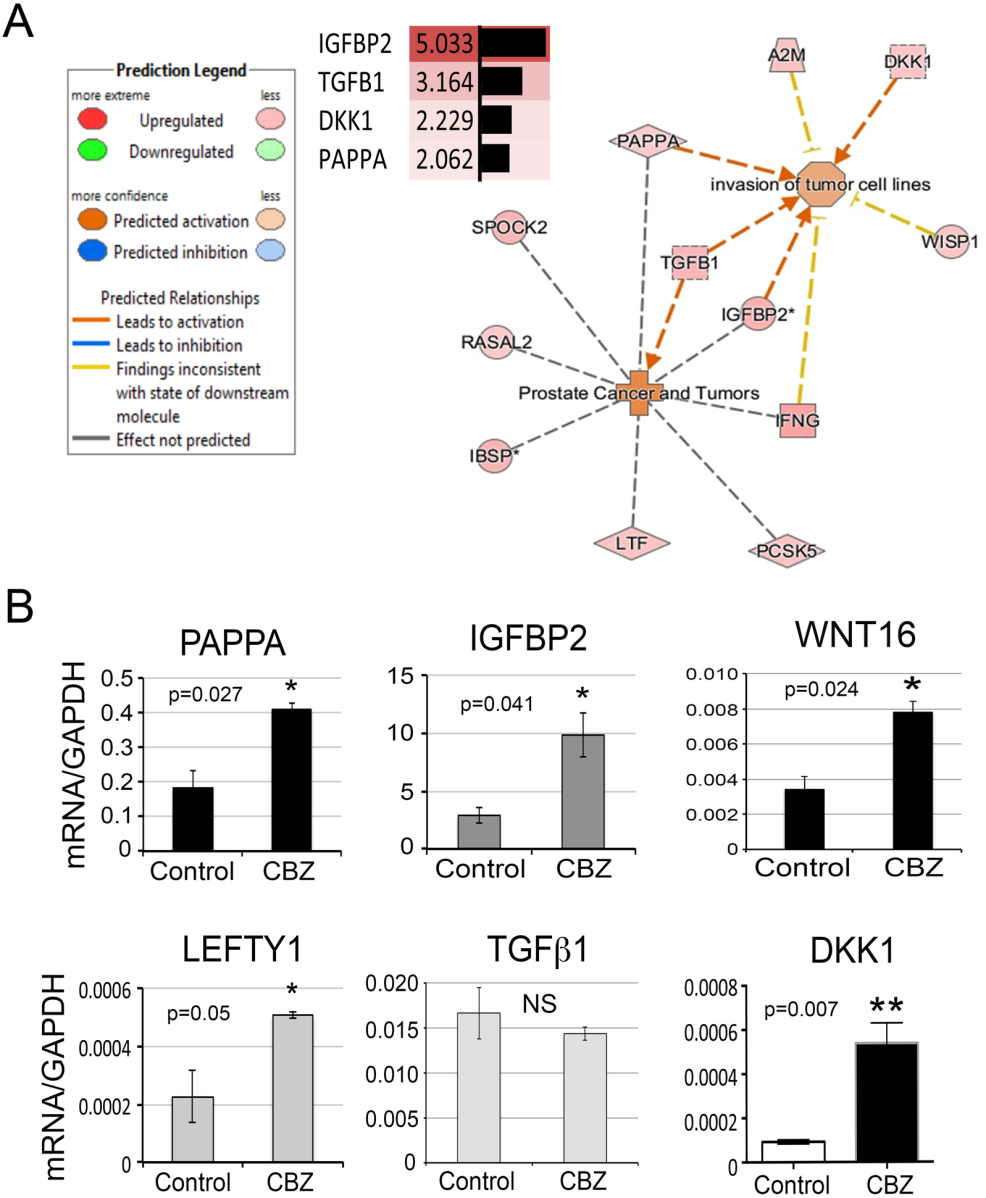
Secretory proteins upregulated by cabozantinib treatment **(A)** Secretory proteins that may be involved in “prostate cancer” and “invasion of tumor cells” from IPA. **(B)** Real-time RT-PCR for the mRNA levels of several secretory proteins in the RNAs prepared from D24 osteoblasts with or without cabozantinib treatment. *, p<0.05, **, p<0.01.

Western blots were used to further confirm the expression of PAPPA and IGFBP2 in the conditioned medium from osteoblasts treated with or without cabozantinib. Western blot showed that PAPPA, a ∼170 kDa protein, is expressed at low levels in the PMO conditioned medium throughout the time course of differentiation (Figure 5A). The levels of PAPPA protein in the PMO conditioned medium were significantly increased, about 4-fold, after treating with cabozantinib for 12-24 days (Figure 5B), consistent with the changes seen in message levels (Figure 4B).

**Figure 5:**
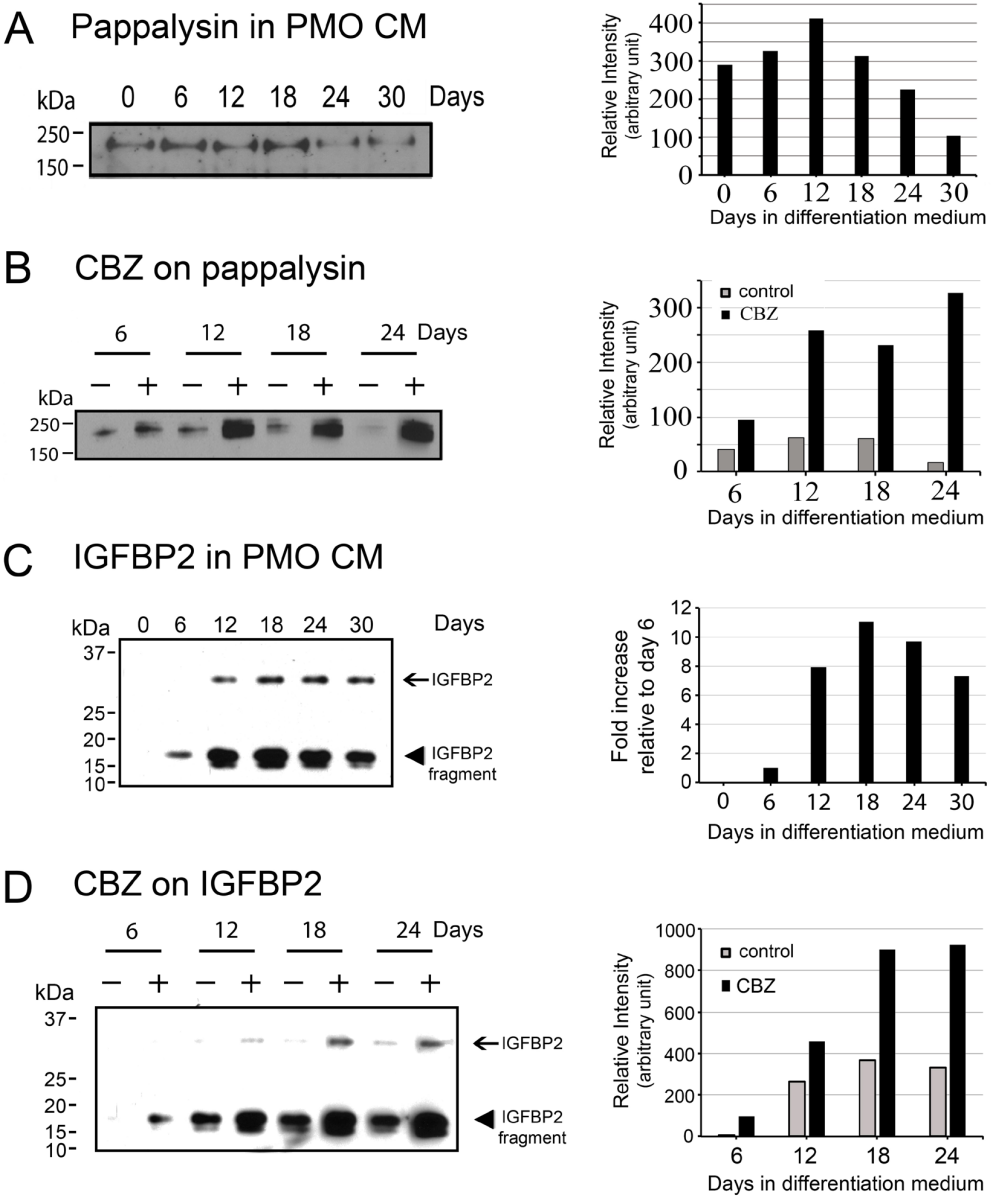
Effects of cabozantinib on PAPPA and IGFBP2 protein expression **(A)** Left panel, Western blots for PAPPA in the conditioned medium from osteoblasts at various time points of differentiation. Right panel, quantification of the intensity of PAPPA in the Western blots. **(B)** Left panel, Western blots for PAPPA in the conditioned medium of osteoblasts treated with or without cabozantinib. Right panel, quantification of the intensity of PAPPA in the Western blots showed significant increase of PAPPA by cabozantinib treatment compared to control. **(C)** Left panel, Western blots for the expression of IGFBP2 in the conditioned medium from osteoblasts at various time points of differentiation. IGFBP2 is a protein with an apparent molecular mass of around 30 kDa and it could be proteolyzed to 17 and 12 kDa fragments. Right panel, quantification of the intensity of total IGFBP2 in the Western blots showed IGFBP2 expression was increased after differentiation for 12 days and remained increased throughout the time course of differentiation. **(D)** Left panel, Western blots for IGFBP2 in the conditioned medium of osteoblasts treated with or without cabozantinib. Right panel, quantification of the intensity of total IGFBP2 in the Western blots showed significant increase of IGFBP2 by cabozantinib treatment compared to control.

IGFBP2 is a protein with an apparent molecular weight of around 30 kDa. Western blot of the PMO conditioned media showed that IGFBP2 was proteolyzed to 17 and 12 kDa fragments (Figure 5C). Interestingly, previous studies by Gerard et al. [18] showed that IGFBP2 is proteolyzed by PAPPA in bovine and porcine growing follicles, and they hypothesized that proteolytic cleavage of IGFBP2 contributed to the increase in IGF bioavailability. Quantification of the levels of IGFBP2 by combining the intensities of the intact and proteolyzed fragments showed that the expression of IGFBP2 was increased 8- to 10-fold during PMO differentiation compared to D6 PMO, as undifferentiated D0 PMO did not have detectable levels of IGFBP2 (Figure 5C). Treatment of PMO with cabozantinib during osteoblast differentiation led to a 2- to 3-fold increase of IGFBP-2 (Figure 5D).

ELISAs were used to confirm the expression of WNT16 and DKK1 in the conditioned medium from osteoblasts treated with or without cabozantinib. As shown in Figure 6A, the amount of WNT16 protein in the PMO conditioned medium was significantly increased, about 2- to 3-fold, after 18-24 days of cabozantinib treatment (Figure 6A). Similarly, the amount of DKK1 protein in the PMO conditioned medium was also significantly increased at 18 or 24 days of cabozantinib treatment (Figure 6B).

**Figure 6:**
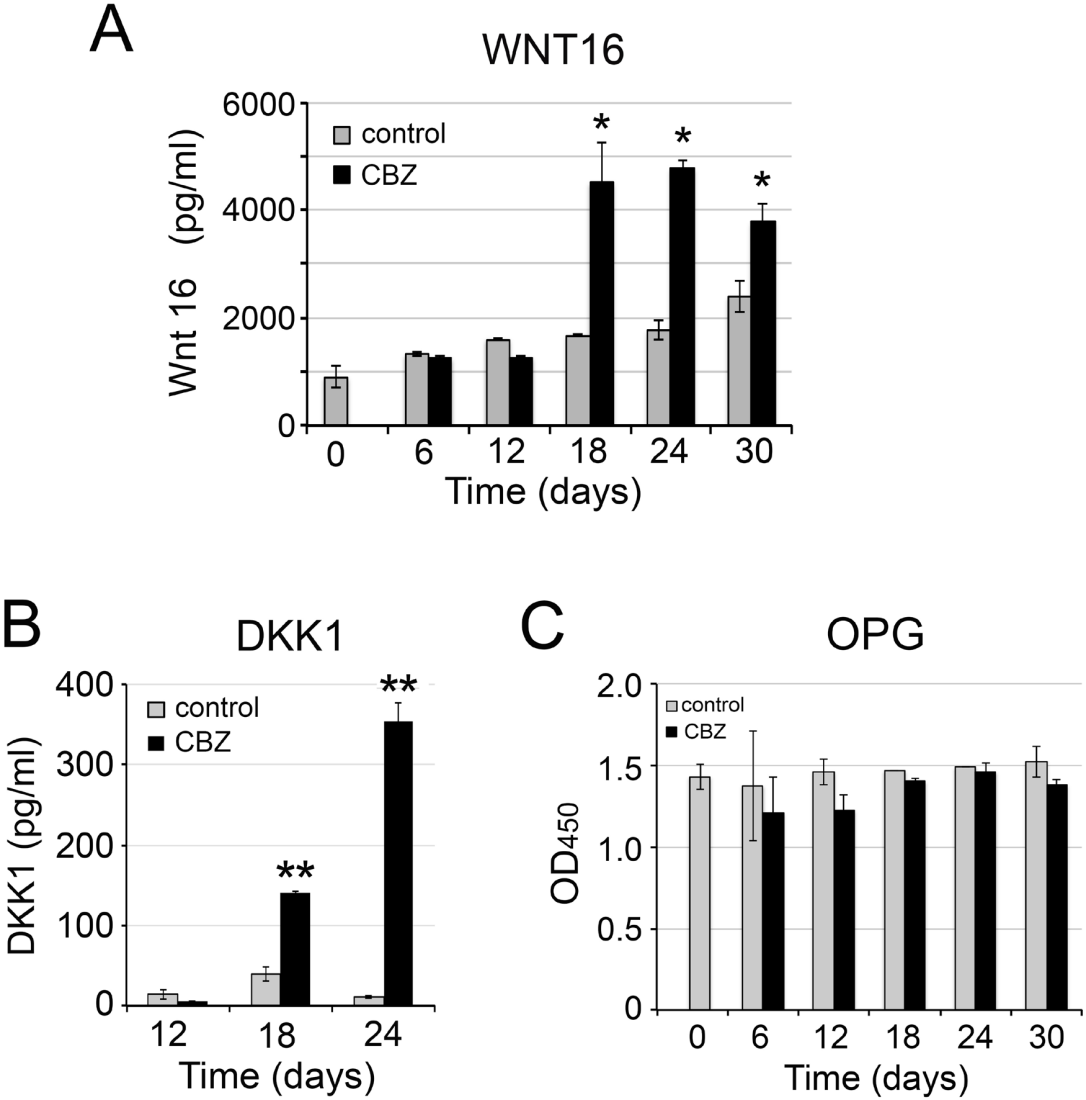
Effect of cabozantinib on WNT16, DKK1, and OPG expression ELISA of **(A)** WNT 16, **(B)** DKK1, **(C)** OPG in the conditioned medium from osteoblasts with or without cabozantinib treatments. *, p<0.05, **, p<0.01.

### Effects of cabozantinib on the expression of RANKL and OPG

RANKL and OPG are two factors secreted by osteoblasts that play a critical role in the regulation of osteoclast activity. Pantano et al. reported that cabozantinib treatment increased OPG and down-regulated RANKL expression at both message and protein levels in human primary osteoblasts [19]. Stern and Alvares [20] reported that cabozantinib decreases RANKL expression in MC3T3-E1 cells. Thus, it is of interest to examine whether cabozantinib treatment affects RANKL or OPG expression in D24 osteoblasts. 

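RANKL was well above background on all 6 arrays, with a log2 fold change of -0.25 with cabozantinib (standard error 0.59, adjusted p = 0.909 in limma), or 0.03 relative to the median gene. With quantile normalization the change was -0.06. OPG was also well above background on all 6 arrays, with a log2 fold change of 0.74 (standard error 0.81, adjusted p = 0.714). Neither difference was larger than its standard error. With single arrays left out, the RANKL change lay between -0.73 and 0.22 and the OPG change between -0.31 and 1.79, so that the direction of both rested on single arrays. The adjusted p over the ways of processing the arrays was between 0.431 and 1.00 for RANKL and between 0.115 and 1.00 for OPG.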

In the gene array analysis, we found that the expression of RANKL and OPG in the cabozantinib-treated osteoblasts was 0.99-fold and 1.07-fold, respectively, compared to control, indicating that cabozantinib may not have an effect on RANKL or OPG expression in differentiated PMOs. Real time RT-PCR for the expression of RANKL in undifferentiated (D0) and differentiated (D24) osteoblasts showed that the mRNAs of RANKL was too low to be determined (data not shown). RANKL protein in PMO CMs with or without cabozantinib treatments was also undetectable by ELISA (data not shown). Similarly, ELISA for OPG showed that cabozantinib treatment did not affect OPG protein levels during osteoblast differentiation (Figure 6C). These observations are consistent with the gene array analysis. Together, these results suggest that cabozantinib treatment may not have significant effects on RANKL or OPG expression in mouse PMOs.

### Conditioned medium from cabozantinib-treated osteoblasts increases anchorage-independent growth and migration of PCa cells

Cabozantinib-induced secreted factors from osteoblasts may affect the survival of the tumor cells during cabozantinib treatments. Among the cabozantinib-induced secreted factors, PAPPA was previously shown to be a stroma-secreted factor that can activate NFκB signaling in hepatocellular carcinoma (HCC) cells, and advanced stage HCC has higher expression levels of PAPPA [21]. Increased IGFBP2 was shown to stimulate the proliferation of androgen-independent PCa cells [22, 23] and its expression was shown to be associated with progression of PCa to androgen-independent state [24–26]. WNT16 was previously shown to play a role in therapy resistance [15]. Together, the cabozantinib-induced factors may promote tumor cell survival in a paracrine manner. Thus, we examined the effects of conditioned media from cabozantinib-treated (CBZ-CM) versus untreated (CM) D24 osteoblasts on the survival of PCa cells. At D24, the osteoblasts were fully mineralized (Figure 1). Equal volumes of CBZ-CM and CM were used in the studies. Treatment of C4-2B4 or PC3-mm2 PCa cells with CBZ-CM increased the anchorage-independent growth of C4-2B4 and PC3-mm2 cells compared to those treated with CM (Figure 7A), while treatment of C4-2B4 or PC3-mm2 cells with 100 nM cabozantinib alone did not have a significant effect (Supplementary Figure 1). These results suggest that cabozantinib-induced factors from osteoblasts promote tumor cell survival.

**Figure 7:**
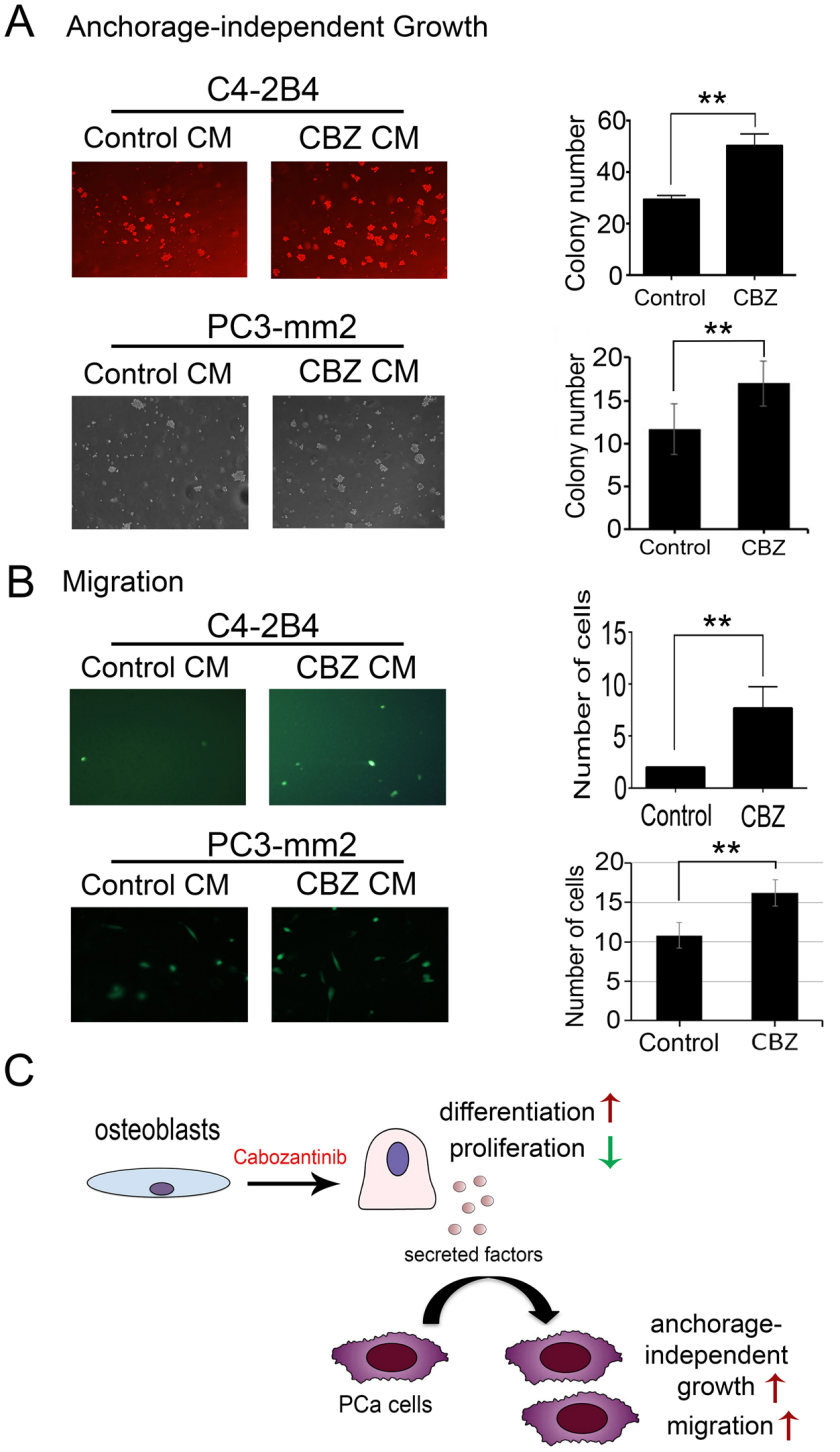
Effect of conditioned medium from cabozantinib-treated osteoblasts on anchorage-independent growth and migration of C4-2B4 or PC3-mm2 prostate cancer cells **(A)** Soft agar colony assay showed CBZ CM significantly increase C4-2B4 colonies compared to control CM. **(B)** CBZ CM increased the migration of C4-2B4 cells compared to control CM in Transwell migration assay. **(C)** Diagram illustrates effects of cabozantinib on osteoblasts and cabozantinib-induced secreted factors may promote survival and migration of PCa cells. **, p<0.01.

To examine whether cabozantinib-induced secreted factors can activate signaling pathways that affect cell migration, we treated PCa cells with CBZ-CM in a Transwell migration assay. C4-2B4 cells migrated at a very low speed in Transwell migration assay (Figure 7B). Treatment of C4-2B4 cells with CBZ-CM significantly increased the migration of C4-2B4 cells compared to the control CM-treated cells (Figure 7B). Similar results were observed with PC3-mm2 cells, however, to a lesser extent, likely due to the highly migratory characteristics of PC3-mm2 cells. Treatment of C4-2B4 or PC3-mm2 cells with 100 nM cabozantinib alone did not have a significant effect on cell migration (Supplementary Figure 1). Together, these results suggest that cabozantinib-induced secreted factors have effects on PCa cells and may contribute to the therapy resistance to cabozantinib.

## DISCUSSION

Our studies address an important issue on the impact of targeted therapy on the tumor microenvironment. We found that cabozantinib treatment leads osteoblasts to undergo differentiation and induces a spectrum of secreted proteins from osteoblasts. Some of these secreted proteins increase PCa cell survival and migration. Because PCa bone metastasis is frequently associated with osteoblastic bone lesions, the effects of cabozantinib on the tumor microenvironment may render therapy resistance as frequently observed in the treatment of patients with PCa bone metastasis.

Our studies suggest that stromal response to cabozantinib therapy may influence the therapy outcomes. Cabozantinib has high affinity for VEGFR2, which is mainly expressed in endothelial cells. In addition to endothelial cells, osteoblasts are prominently present in bone lesions from metastatic PCa. While endothelial cells show pronounced apoptotic response, osteoblasts respond to cabozantinib with enhanced differentiation. In addition, cabozantinib treatment leads osteoblasts to secrete factors that have effects on PCa cell survival. It is possible that cabozantinib’s effect on osteoblasts contributes to the lack of survival improvement in phase III clinical trial [3]. Because cabozantinib has been approved for the treatment of advanced renal cell carcinoma in patients who have received prior anti-angiogenic therapy, further studies on the effects of cabozantinib on tumor-associated stroma are warranted.

In osteoblasts, MET likely plays a role in supporting osteoblast proliferation. Grano et al. [27] showed that HGF, the ligand for MET, stimulates MET receptor kinase activity and MET autophosphorylation in osteoblasts. They also showed that osteoblasts respond to HGF by entering the cell cycle, as indicated by stimulation of DNA synthesis [27]. Consistently, we found that cabozantinib treatment leads to inhibition of osteoblast proliferation. 

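On the arrays of cabozantinib-treated and control differentiated osteoblasts, a list of 28 genes of DNA replication and mitosis, which was not taken from the tables, had a median log2 fold change of 0.25 with cabozantinib, or 0.53 relative to the median gene. In this list 20 genes were higher, and the values ran from -2.28 to 2.20. The adjusted fry p was 0.846, and the median was 0.32 with quantile normalization and 0.32 with normexp background correction. A competitive test with a preset correlation (camera) gave an adjusted p of 0.0295 for this list, which did not hold with an estimated correlation. With single arrays left out the median lay between -0.13 and 0.49. Of the list, 0 genes had an adjusted p under 0.05 over all genes or adjusted over the list alone. Over all genes 2 did without the replicate block and 3 did with the 4 compared arrays. The paper's proliferation assay counted cells cultured without differentiation medium. These arrays are of cultures kept in differentiation medium, so they do not test the result of that assay.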

Our transcriptome analysis of cabozantinib-treated osteoblasts unveils proliferation related genes whose expression is modulated by cabozantinib, providing a molecular basis for the inhibition of osteoblast proliferation. The changes in the expression of these genes are likely due to kinase inhibition, which lead to transcriptional reprogramming of osteoblasts. Other tyrosine kinase inhibitors have also demonstrated effects on osteoblasts. We have previously shown that inhibition of Src/Abl family kinase activity by dasatinib inhibited osteoblast proliferation and increased osteoblast differentiation [28]. Imantinib mesylate that inhibits several tyrosine kinases, including BCR-ABL, PDGFR alpha and beta, and the C-KIT receptor, has also been shown to inhibit osteoblast proliferation and stimulate osteoblast differentiation *in vitro* [29]. Thus, inhibition of osteoblast proliferation coupled with enhancement of osteoblast differentiation seems to be a common effect of inhibitors that target tyrosine kinases.

One of the clinical responses to cabozantinib treatment in men with PCa and bone metastasis is the reduction of the intensity of lesions on bone scans [3, 6, 30]. Because positivity in bone scan reflects new bone formation, these clinical outcomes suggest that cabozantinib decreases tumor-induced bone formation. The improvement in the intensity of lesions in bone scan from cabozantinib treatment is likely due to drug effects on inhibiting tumor angiogenesis, which reduces tumor volume and in turn results in a decrease in tumor-induced new bone formation. However, Phase III study of cabozantinib in previously treated metastatic castration-resistant PCa patients showed that cabozantinib did not have an effect on PSA outcomes [3]. Our study implies that one of the reasons for the improved bone scans is inhibition of osteoblast proliferation that leads to decreased new bone formation, providing the cause of the disconnect between bone scan improvement and clinical progression.

The cabozantinib concentration used in this *in vitro* study is 100 nM. It is possible that different concentrations of cabozantinib might result in differential transcriptomic changes in osteoblasts. However, the concentration of cabozantinib in patients’ bone is unknown. The dose of cabozantinib used in patients is 60 mg per day [3], which is around 1 mg/kg. In animal studies by Haider et al [31], the dose used was 30 mg/kg and that in Patnaik et al. [32] was 100 mg/kg. Studies by Patnaik et al. [32] measured the steady-state intratumoral concentration of cabozantinib and found it to be approximately 10 μmol/L within 72 hours. Although the concentration in the mouse bone may not be comparable to those in human, if we calculate the concentration in bone based on the dose of cabozantinib used in human versus mouse, i.e., 1 mg/kg versus 100 mg/kg, the concentration of cabozantinib in patients’ bone would be approximately 0.1 μmol/L. Thus, the cabozantinib concentration we used may be close to the cabozantinib concentration in patients’ bone.

With a significant increase in drugs available for cancer treatment, acquired resistance to anticancer treatments becomes an important issue in cancer therapy. While tumor cells have been frequently shown to acquire therapy resistance through adaptation to anticancer treatments, treatment-induced damage to the tumor microenvironment can also contribute to therapy resistance. For example, radiation-induced WNT16 expression from tumor stroma was shown to promote tumor cell survival, resulting in attenuated effects of cytotoxic chemotherapy [15]. Interestingly, we found that cabozantinib induces a spectrum of secreted proteins, including WNT16, from osteoblasts. Resistance to cabozantinib treatments has been seen in the treatment of PCa bone metastasis [3]. Three resistance mechanisms to cabozantinib therapy have been reported so far. The first mechanism is “de novo resistance”, in which the tumor-induced bone secretes factors that activate integrin and confer a survival advantage to tumor cells [7]. The second mechanism involves vascular heterogeneity. Vakaris et al. [6] showed that viable tumor cells surrounding VEGFR1-positive vessels were resistant to cabozantinib treatments. The third mechanism is that targeting MET kinase leads to the activation of FGFR1 that promotes tumor proliferation and metastatic growth in bone [6]. Our studies reveal a fourth resistance mechanism, in which cabozantinib induces the secretion of a spectrum of proteins, e.g. PAPPA and IGFBP2 that are known to increase tumorigenic properties of PCa cells, from osteoblasts to increase the survival and migration of tumor cells.

In summary, our studies indicate that targeted therapy may generate diverse responses in different cell types present in tumors. Our studies raise an important issue on the impact of tumor microenvironment and therapy outcome. Some of the identified secreted factors may be suitable as biomarkers for assessing emerging therapy resistance. Understanding the effect of cabozantinib on osteoblasts may provide rationale for combination therapies that could overcome resistance.

## MATERIALS AND METHODS

### Treatment of calvarial osteoblasts with cabozantinib

Primary mouse osteoblasts (PMO) were isolated from calvaria of 2-5 day old newborn mice. Calvariae were digested with collagenase (0.1 mg/mL) in α-MEM with trypsin (12.5 μg/mL). The first two digestions were discarded and the calvariae were further digested with 0.2 mg/mL collagenase. The osteoblasts in the supernatants and the remaining calvariae were collected and cultured in α-MEM plus 10% fetal bovine serum. Osteoblasts were collected from the culture by trypsin digestion. For proliferation assay, PMOs cultured in α-MEM plus 10% fetal bovine serum (FBS) were treated with or without 100 nM cabozantinib (Exelixis Inc. through Material Transfer Agreement). For the differentiation assay, PMOs that were grown to confluence were cultured in differentiation medium (α-MEM, 10% FBS, 100 μg/ml ascorbic acid, and 5 mM β-glycerol phosphate) with or without 100 nM cabozantinib for 30 days with a medium change every three days. The conditioned media (CMs) was collected and stored at -20°C until used. PMOs were washed with phosphate buffered saline (PBS) and either scraped from the plate in 0.5% Triton X-100/PBS solution for alkaline phosphatase activity measurement or in Trizol for RNA preparation.

### RNA preparation and real-time RT-PCR

Total RNAs were prepared from control untreated PMOs and cabozantinib-treated PMOs by using Trizol (Invitrogen). RNAs were further purified by RNeasy mini kit (Qiagen, Valencia, CA, USA) and cDNAs prepared by using TagMan Reverse Transcription Reagent kit (Applied Biosystems, Foster City, CA, USA). cDNA (20 ng) was used in quantitative real-time PCR with SYBR Green (Applied Biosystems), using *GAPDH* as a control. For each gene of interest, three mouse-specific PCR primers were selected and verified, based on the predicted sizes of PCR products and the lack of non-specific PCR products, using cDNAs from MC3T3-E1 pre-osteoblastic cell line or from 2H11 endothelial cell line. The best primer set was selected for real-time RT-PCR studies. The PCR primer sequences are listed in Supplementary Table 1.

### Proliferation assay

Primary mouse osteoblasts cultured in α-MEM medium plus 10% FBS were treated with or without 100 nM cabozantinib. Cells were trypsinzed from the culture plate at the indicated times and the cell number counted with a hemocytometer.

### Measurement of alkaline phosphatase activity

Primary mouse osteoblasts cultured in differentiation medium (α-MEM, 10% FBS, 100 μg/ml ascorbic acid, and 5 mM β-glycerol phosphate) were treated with or without 100 nM cabozantinib. Cells were lysed by using Diethanolamine Substrate Buffer (Thermo Scientific) at indicated time points. Alkaline phosphatase activity in the cell lysate was assayed by using p-nitrophenylphosphate as substrate and the absorbance measured at 405 nm.

### ELISA

Conditioned media from primary mouse osteoblasts cultured in differentiation medium with or without treating with 100 nM cabozantinib for various duration of time were collected. The levels of specific protein in conditioned medium were measured using ELISA kits from the following source: Osteocalcin (Alfa Aesar, Tewksbury, MA, USA), WNT16 (LifeSpan BioSciences, Seattle, WA, USA), DKK1 (R&D systems, Minneapolis, MN, USA), OPG (RayBiotech, Norcross, GA, USA), and RANKL (R&D systems, Minneapolis, MN, USA).

### Mineralization assay

For alizarin red S staining (Sigma, St Louis, MO, USA), primary mouse osteoblasts cultured in differentiation medium with or without treating with 100 nM cabozantinib for 24 days were fixed in 10% formalin for 30 minutes. After removal of 10% formalin, alizarin red S solution was applied at room temperature in dark for 45 minutes. For von Kossa staining, primary mouse osteoblasts cultured in differentiation medium with or without treating with 100 nM cabozantinib for 24 days were fixed with cold methanol for 20 minutes, followed with the addition of 5% silver nitrate. The culture plates were placed in a UV crosslinker with a setting at 12000 u joules for two cycles.

### Gene array analysis

Duplicate sets of RNAs prepared from PMOs treated with or without cabozantinib for 30 days were subjected to a whole-genome microarray analysis, using the Whole Mouse Genome Oligo Microarray (4x44K, Agilent Technologies) platform (Arraystar Inc., Rockville, MD, USA). Differentially expressed genes between two groups with statistical significance were identified. Array data are deposited in NCBI GEO under accession number GSE90127.

### Ingenuity Pathway Analysis

Ingenuity Pathway Analysis software (IPA, Ingenuity Systems, Inc., Redwood City, CA, USA; http://www.ingenuity.com) was used to identify pathways that are affected by cabozantinib treatment. For network and pathway connection, a dataset with gene identifiers, corresponding fold change and p values was uploaded into IPA with default settings to match the gene types and locations contained in the Ingenuity Knowledge Base. The threshold was set with fold change more than 2 and p value < 0.05 for the IPA program to start core analyses. The canonical pathways involved in upregulated and downregulated genes were sorted based on z-scores provided by IPA program. The Search Diseases and Functions Tool was used to connect the genes encoding extracellular proteins to activities related to “PCa and invasion of tumor cell line”.

### Western blot

Conditioned media were denatured in SDS using 4x SDS sample buffer (Novex) and separated in SDS-PAGE gels (Invitrogen, NuPAGE 4-12% Bis-Tris Gel). The proteins were transferred onto nitrocellulose membrane (Thermo Scientific), immunoblotted with antibodies, and the antibody reactivities detected by ECL (Thermo Scientific). The image intensity was quantified using Image J (NIH Image, Version: 2.0.0-rc-43/1.50e).

### Anchorage-independent growth assay

C4-2B4 cell line, a LNCaP subline generated by serial passages of LNCaP cells in SCID mice [33], was kindly provided by Dr. Robert Sikes (University of Delaware). PC3-mm2 cell line, a PC3 subline generated by serial passage of PC3 cells *in vivo* [34], was kindly provided by I. J. Fidler (M. D. Anderson Cancer Center). C4-2B4 and PC3-mm2 cells were grown at 37°C with 5% CO2 in RPMI medium containing 10% fetal bovine serum. All of the cell lines were routinely verified by short tandem repeat DNA profiling (STR) at M.D. Anderson Cancer Center Characterized Cell Line core. All of the cell lines were routinely checked for mycoplasma contamination using MycoAlert Mycoplasma Detection Kit (Lonza, LT07-218). For soft-agar colony assay, C4-2B4 or PC3-mm2 cells were suspended in 0.35% agarose in RPMI-1640 medium with 5% FBS. The cells were overlaid with top agar contained 0.7% agarose in the same medium. Conditioned medium from PMOs treated with or without cabozantinib was added to the culture medium and the medium was changed every other day. The cells were cultured for 7 days and the cell colonies in each well were counted under microscopy.

### Transwell migration assay

C4-2B4 or PC3-mm2 cells were cultured to confluence in a medium containing 1:1 ratio of RPMI-1640 and α-MEM containing 10% FBS. The cells were then cultured in serum-free medium for 24 hours, trypsinized from the plates, and 0.3 ml cell suspension (30 x 10^4^ cells) was loaded to Transwell chambers. The lower chamber of the migration assay in 24-well plate contained CM (0.5 ml) from osteoblasts treated with or without cabozantinib. The transwell chamber was inserted into the wells and the cells were cultured at 37°C. After incubation for 16 hours, the migrated cells were stained with Calcein AM (Invitrogen). Cells in the upper chamber were removed by using cotton sticks and the cells that migrated through the membrane were quantified in ten randomly chosen fields.

### Statistical analysis

Statistical analyses were performed using Student’s t-test (two-tailed, paired). Data are expressed as the mean ± SD unless otherwise stated. p values less than 0.05 were considered significant.

## SUPPLEMENTARY MATERIALS FIGURE AND TABLE

## Abbreviations

CM: conditioned medium
PCa: prostate cancer
PMOs: primary mouse osteoblasts
real-time RT-PCR: reverse transcription followed with real-time polymerase chain reaction
ELISA: enzyme-linked immunosorbent assay

# Supplementary material for: Cabozantinib-induced osteoblast secretome promotes survival and migration of metastatic prostate cancer cells in bone
**Source:** Oncotarget. 2017 Aug 24;8(43):74987–5006. doi: 10.18632/oncotarget.20489
**Supplement:** Supplementary file 1

## Cabozantinib-induced osteoblast secretome promotes survival and migration of metastatic prostate cancer cells in bone

### SUPPLEMENTARY MATERIALS

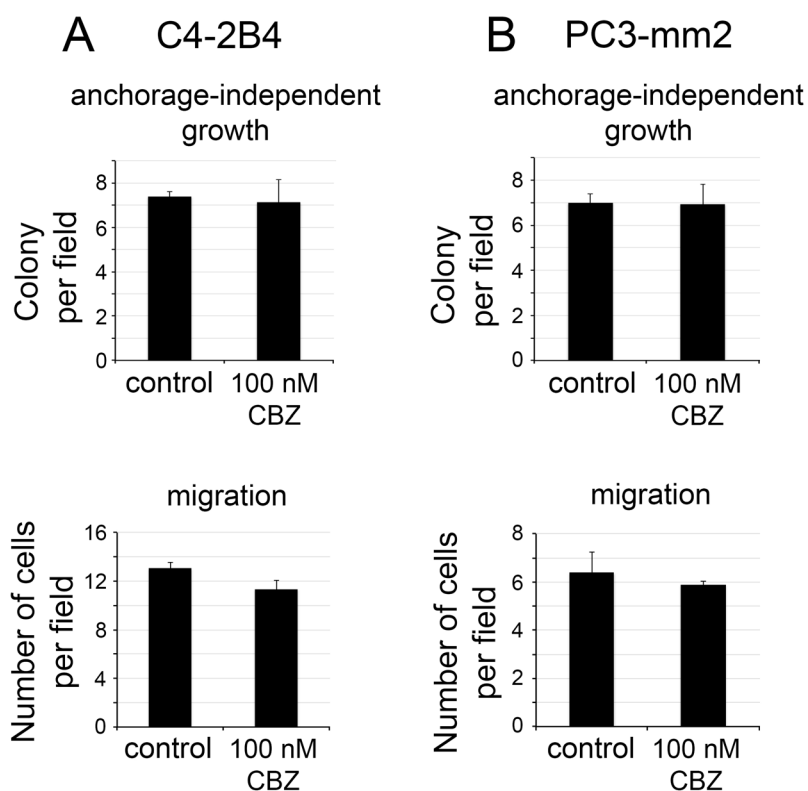

**Supplementary Figure 1:** Effect of cabozantinib on anchorage-independent growth and migration of C4-2B4 (A) or PC3- mm2 (B) prostate cancer cells.

Supplementary Table 1: Sequence of primers used in real-time RT-PCR

| Gene    |          | Direction | Sequence (5'-3')           | Size (base pair) | Product length |
|---------|----------|-----------|----------------------------|------------------|----------------|
| TGFβ1   | Primer 1 | FWD       | TGAGT GGCTG TCTTT TGACG    | 20               | 293            |
|         |          | REV       | TCTCT GTGGA GCTGA AGCAA    | 20               |                |
| DKK1    | Primer 3 | FWD       | GAGGG GAAAT TGAGG<br>AAAGC | 20               | 230            |
|         |          | REV       | GGTGC ACACC TGACC TTCTT    | 20               |                |
| WNT-16  | Primer 2 | FWD       | CTAGG CACCA AGGAG<br>ACAGC | 20               | 187            |
|         |          | REV       | ACATG CCGTA CTGGA CATCA    | 20               |                |
| LEFTY-1 | Primer 1 | FWD       | TGATT GTCAG CGTGA AGGAG    | 20               | 246            |
|         |          | REV       | GGAAG CAAAG AGCAC<br>ACACA | 20               |                |
| PAPPA   | Primer 3 | FWD       | GGCAGTGCTCTGAATCACAA       | 20               | 249            |
|         |          | REV       | GGGCTCCAAATTAGTGCCA        | 20               |                |
| IGFBP2  | Primer 2 | FWD       | GGTGTGTGAACCCCAATACC       | 20               | 221            |
|         |          | REV       | CAAACTGGGAACTCCTCCA        | 20               |                |
| MET     | Primer 3 | FWD       | GAGAA ACTCT TCGGG CTGTG    | 20               | 213            |
|         |          | REV       | GTGAG GTGTG CTGTT CGAGA    | 20               |                |
| VEGFR2* | Primer 2 | FWD       | CAGCT TCCAA GTGGC TAAGG    | 20               | 264            |
|         |          | REV       | CAGAG CAACA CACCG<br>AAAGA | 20               |                |
| PLCL1   | Primer 2 | FWD       | ACCAG TTGGG GCAGA<br>TACAG | 20               | 209            |
|         |          | REV       | GCCAT TTGCT TGTGG TTTT     | 20               |                |
| NOTCH2  | Primer 3 | FWD       | GCACG TGTGT TGATG GAATC    | 20               | 185            |
|         |          | REV       | CTGAC AGTTT TTCCC GGTGT    | 20               |                |
| CAV1    | Primer 2 | FWD       | CCAGC TTCAC CACCT TCACT    | 20               | 149            |
|         |          | REV       | GCTCT TGATG CACGG TACAA    | 20               |                |
| NFE2    | Primer 1 | FWD       | TGGCG ATGAA GATTC CTTC     | 20               | 123            |
|         |          | REV       | GACGG ATGTC CCGAA CTAGA    | 20               |                |
| RANKL   | Primer 1 | FWD       | AGCCG AGACT ACGGC AAGTA    | 20               | 208            |
|         |          | REV       | GCGCT CGAAA GTACA<br>GGAAC | 20               |                |
| PTPRV   | Primer 1 | FWD       | ACAGG TGGTC GATGT GTTCA    | 20               | 283            |
|         |          | REV       | ATAGT CAGGA GAGGG<br>CAGCA | 20               |                |
| SOX11   | Primer 3 | FWD       | CTGGT GGATA AGGAC CTGGA    | 20               | 153            |
|         |          | REV       | CGCCT CTCAA TACGT GAACA    | 20               |                |
| ITGA5   | Primer 3 | FWD       | CAAGG TGACA GGAAT<br>CAGCA | 20               | 224            |
|         |          | REV       | GCTGC AGACT ACGGC TCTCT    | 20               |                |
| DLK1    | Primer 1 | FWD       | CACAC GTTTC GCAAG<br>AAGAA | 20               | 242            |
|         |          | REV       | CCACC ACAAA AAGCC AGACT    | 20               |                |

How the deposited data were processed for this re-analysis (not part of the article)

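Gene expression was measured on 1-color Agilent arrays in primary mouse calvarial osteoblasts, with 2 arrays each of undifferentiated osteoblasts, differentiated osteoblasts, and differentiated osteoblasts treated with 100 nM cabozantinib. The paper's results place the last 2 groups at day 24 and its array methods at day 30. The deposited files hold, for each array, the scanner output of Feature Extraction 11.0.1.1, with 43020 non-control spots for 39429 probes, and a table of the authors' values. Per the file headers, the intensities in the scanner output were background-subtracted and detrended by Feature Extraction. They are in arbitrary units on a linear scale and are not scaled between arrays. The median signal of each spot and of its local background is given uncorrected. The authors' values are log2 values of 30439 probes with nearly equal distributions on the 6 arrays. They cover all 30413 probes that were well above background on at least 1 array, and 26 others. The steps that made them are not stated.

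Probes were named through RefSeq accessions, which gave a gene to 69.1% of the probes and 20659 named genes. A probe without a gene was counted under its own transcript name. The signals were put on the log2 scale, control spots and outlier spots were removed, the spots of a probe were averaged, and the 75th percentile of each array was subtracted. Probes well above background, as called by the scanner software, on at least 2 of the 6 arrays were kept (27230 probes). Groups were compared with limma 3.58.1 in R 4.3.3 on all 6 arrays, with the condition and the replicate number as terms. The replicate number was included because the statistics section of the paper names a paired test. The fit left 2 residual degrees of freedom per probe and the pooling of variances added 7.69. P values were adjusted by the Benjamini-Hochberg method over the probes tested, and a gene was counted once, at its probe with the highest mean signal. The criterion of the paper was taken as a more than 2-fold change with an unadjusted p under 0.05. Gene lists were tested with fry and camera of limma, with adjustment over 16 lists. Tables were read with Python 3.11.15, pandas 2.3.3 and data.table 1.17.8, and figures were drawn with matplotlib 3.10.9.

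The comparisons were cabozantinib-treated against control differentiated osteoblasts, and differentiated against undifferentiated osteoblasts. The design, the alternatives and the gene lists were set before the data were examined. The lists include osteoblast differentiation, proliferation, HGF and MET signaling, VEGF ligands and receptors, eNOS, AMPK, growth hormone, P2Y and CREB signaling, and other cell types (macrophages and osteoclasts, adipocytes, muscle, chondrocytes, endothelial and erythroid cells). They are short lists written by hand and are not the gene sets of Ingenuity Pathway Analysis. The genes named are every gene the paper names from its arrays, MET, HGF, VEGFR2, osteocalcin, alkaline phosphatase and the genes of the lists. For each comparison they also include the 5 highest and 5 lowest genes by log2 fold change among those with an adjusted p under 0.05 and the same direction in both replicate pairs. Genes of Tables 1 to 4 were also matched to the probe whose fold and unpaired p in the authors' values equal the printed ones.

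The alternatives were quantile normalization, the authors' values, no filter on dim probes, only probes well above background on all 6 arrays, no replicate term, only the arrays compared, a variance trend with robust settings, the mean of a gene's probes, its probe with the largest change, the paired and the unpaired tests on single probes, and each array left out in turn. A normexp background correction with an offset of 50, an unpaired test on all probes of the authors' table, and a replicate term with the numbers of the undifferentiated arrays exchanged were added after the data were seen.

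The functions were tested on simulated data with the means and the spread of these arrays, in which 200 of 27196 probes were changed 2-, 4- or 8-fold. For the cabozantinib comparison with the replicate term, limma called 95 of the 200 changed probes at an adjusted p under 0.05, 62 of the 66 changed 8-fold among them, and 23 unchanged probes. The criterion of the paper, with limma's unadjusted p, was met by 161 changed and 1394 unchanged probes, and with an unpaired test by 93 changed and 396 unchanged probes. Lists were tested on separate simulated data without a replicate effect and with independent noise for each probe. There a list with each probe shifted by 1 on the log2 scale had a fry p of 0.000111. Of 19 lists left alone, 1 had a fry p under 0.05. Genes of the lists used here did not shift alike, so these values do not give the power of fry for them. The depth of the arrays is given by the share of spots well above background, from 58.8% to 72.9%. Ingenuity Pathway Analysis, real-time RT-PCR, Western blot and ELISA data were not analysed here.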

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

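The tests of the position across both slides and on probes of the same gene, the test on macrophage and osteoclast genes of high signal, the limit used to judge whether lists moved apart, the choice of the macrophage and osteoclast list among the lists of other cell types, the normexp background correction and the exchanged numbers were chosen after the results were seen.

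The undifferentiated arrays are not part of the array results of the paper. Between differentiated and undifferentiated osteoblasts 2242 of 23083 genes differed at an adjusted p under 0.05 in limma, 1215 higher and 1027 lower after differentiation, against 616 genes for cabozantinib. The order of the comparisons was not stable: the counts for differentiation and cabozantinib were 3097 and 2948 without the replicate block, 2180 and 5541 with only the arrays compared, 6029 and 7064 with the undifferentiated numbers exchanged, and 4672 and 5400 by the 2-fold criterion. With either undifferentiated array left out the count was 4399 (without replicate 1) or 1347 (without replicate 2). The 5 highest genes were Cd5l, at least 2748-fold higher, Gm525, at 8.77 (log2), Slco2b1, at least 164-fold, Clec10a, at least 254-fold, and Tspan8, at 8.16 (log2). The 5 lowest were S100a9, at least 296-fold lower, Stfa1, at least 158.5-fold, TC1700577, at -7.29 (log2), NAP094943-001, at -7.13, and Cstdc4, at least 32.0-fold lower. Both orders follow the fitted log2 values, which are not exact for genes given as bounds. The arrays of both groups were on a single slide, so a difference between slides does not enter this comparison. The cabozantinib arrays were at the positions of the undifferentiated arrays, on the other slide. Across 23083 genes, the change from undifferentiated to control differentiated osteoblasts correlated at 0.41 with the change from undifferentiated to cabozantinib-treated differentiated osteoblasts taken from the other replicates. This is the mean of 0.55 and 0.26 for the 2 ways of choosing the replicates. It argues against a position effect that is alike on both slides as the whole cause. For a position effect of the first slide alone, 2 probes of a gene were compared: their changes correlated at 0.515 over 2319 genes, against 0.034 for probes of different genes, which argues against an effect on single probes as the whole cause. The number of positions of that slide that held both groups was 0, so an effect of position on whole samples and differentiation cannot be told apart. Differentiation itself, which the design names, stays open.

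Among the lists of other cell types, the macrophage and osteoclast genes had a median log2 fold change of 1.49 from undifferentiated to differentiated osteoblasts, with 12 of 13 genes higher, and an adjusted fry p of 0.0438 in limma over 16 lists. It was 0.0640 without a filter on dim probes, 0.0562 with the probe of largest change and 0.184 with normexp background correction, and from 0.125 to 0.323 with an array left out. Of the 13 genes, 0 are in another list or in Tables 1 to 4, and 10 of them were well above background on both undifferentiated arrays. The medians of the other lists were 4.22 for adipocytes, with the same adjusted fry p, 0.63 for endothelial cells, 0.11 for chondrocytes, 0.087 for muscle and 0.045 for erythroid cells. The highest and lowest medians differed by 4.17, more than the pooled standard deviation of 2.05 within lists. This argues against a lower share of osteoblasts that would raise the genes of every other cell type alike. Of the list's genes, 8 had a signal above the 75th percentile in differentiated osteoblasts, and all 8 rose, by 1.30 to 4.04 (log2). These genes were chosen by their signal on the differentiated arrays, and the list because it rose, so this count decides nothing. The probes of Csf1r, Ctsk, Fcer1g and Emr1 were at 7.14, 6.78, 6.72 and 6.41 (log2 relative to the 75th percentile), signals that do not rank transcripts between genes. Lyz2 was the gene that fell, by 1.28, at a dim probe. Macrophages or osteoclasts in the differentiated cultures and a change in the osteoblasts themselves cannot be told apart, and an effect of position on whole samples stays open too. With cabozantinib the 8 genes changed by -0.86 to 0.039.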

How the results depend on the processing

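The normexp background correction, the unpaired test on all probes of the authors' table and the exchanged numbers of the undifferentiated arrays were chosen after seeing the data. The planned normexp correction of the mean spot signal was not run, because the files hold no such signal, nor was the slide as a block, which is confounded with cabozantinib. Alternatives that change only the test give no value of their own for lists or correlations. Except where a cause is given, the cause was not tested.

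The count of 616 genes changed by cabozantinib at an adjusted p under 0.05 in limma was 0 with quantile normalization (4028 genes at an unadjusted p under 0.05), 0 with the authors' values (4027), 0 without a filter on dim probes (5622) and 0 with normexp background correction (512). It was 2 with probes well above background on all 6 arrays, 1109 with the mean of a gene's probes, 2948 without the replicate block, 5541 with only the arrays compared and 7064 with the undifferentiated numbers exchanged. The paired and the unpaired single-probe tests also gave 0, with 3849 and 4899 genes at an unadjusted p under 0.05. With a variance trend it was 545 and with the probe of largest change 727. With 1 array left out it ranged from 41 to 5541. A lone array of a group was then assumed to vary like the other groups.

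The count of 5400 genes past the 2-fold criterion was 3537 with quantile normalization, 3528 with the authors' values, 512 with normexp, 2676 with probes well above background on all 6 arrays, where fewer genes were tested, 2328 with the paired test and 2470 with the unpaired test on all probes of the authors' table, where 2944 probes passed. With an array left out it ranged from 1627 to 6558. Of the 512 genes with normexp, 503 were among the 5400, and of the 2328 with the paired test, 1993 were. For Tables 1 to 4, the count of 43 genes was 73 with quantile normalization, 73 with the authors' values, 15 with normexp and 86 with the unpaired test on all probes of the authors' table taking the probe with the largest change, and from 9 to 54 with an array left out.

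The 2242 genes changed by differentiation were 673 with normexp, 1403 without a filter on dim probes, 6029 with the undifferentiated numbers exchanged, and 0 by the paired and 0 by the unpaired single-probe tests (1290 and 3385 genes at an unadjusted p under 0.05). With an array left out they ranged from 1347 to 4399. The replicate numbers were checked as pairs: the deviations of arrays from their group means correlated across probes at 0.26 between the control and cabozantinib groups, at -0.51 between the undifferentiated and control groups and at -0.53 between the undifferentiated and cabozantinib groups. The negative values argue against the numbers pairing the undifferentiated arrays with the others.

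The median of the osteoblast differentiation genes, -0.091, reversed to 0.12 with quantile normalization (0.119) and with the authors' values (0.121), and ranged from -0.34 to 0.36 with an array left out. The median of the proliferation genes was above 0 under all alternatives that used all 6 arrays, and from -0.13 to 0.49 with an array left out. The RANKL change ranged from -0.73 to 0.22 and the OPG change from -0.31 to 1.79. The negative correlation of the 2 changes across genes kept its sign as a mean under the 6 alternatives taken from different replicates. Of the 2 ways of choosing replicates, the second was near 0 (-0.020), also without a filter on dim probes (-0.033) and with the mean of a gene's probes (-0.030), and it reversed to 0.16 with normexp. Group means that share the control arrays gave -0.34, but that value is below 0 without an effect (-0.20 on average in simulations). Of the single genes, FAM132B reversed to -2.45 and FBLN1 to -2.31 with the probe of largest change, both at another probe that was well above background on no cabozantinib array. Over the 257 single-gene results and the alternatives set beforehand, 3248 values kept their sign and their side of an adjusted p of 0.05, 109 no longer passed, 255 newly passed, and 171 changed sign without passing in either setting. With an array left out these counts were 1238, 46, 141 and 117.

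Signal over background limits the folds: of 97 genes in Tables 1 to 4, 25 had a probe at background on both control arrays.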

Differences from the paper's values

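The tests on all probes of the authors' table were chosen after the values were seen. The values below are those of limma on the 75th percentile scale, with the paper's value marked as such. For 96 of the 97 genes of Tables 1 to 4, the authors' deposited values with an unpaired test hold exactly 1 probe at the paper's fold and p, a match made after seeing the values. A count is called different when it was more than 1.5 times the paper's or the reverse. A fold is called different when its sign was the other one, or when it was more than 1.5 times apart and, for probes well above background on all 4 arrays, also by more than the standard deviation of the change between the 2 replicate pairs. RANKL and OPG, which the paper gives as ratios to control, were compared in the same way without regard to sign.

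The paper gives 2944 genes past the 2-fold criterion, and 5400 were counted here. Alternatives set before the data were examined came within 1.5 times of the paper's count with quantile normalization (3537), the authors' values (3528), probes well above background on all 6 arrays (2676), the paired test (2328), the unpaired test (3785), and without control replicate 1 (3800) or cabozantinib replicate 2 (2911), and the others did not. With the authors' values, all their probes and an unpaired test, 2944 probes were counted, a setting chosen after seeing the values.

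Of the paper's 20 upregulated genes of osteoblast differentiation 7 met the criterion here, of its 14 downregulated genes 8, of its 10 genes of osteoblast quantity 4, and of its 63 secreted factors 27. With quantile normalization and with the authors' values the counts were 16, 8, 7 and 51, and those for the 3 upregulated groups were then within 1.5 times of the paper's. The other alternatives set before the data were examined stayed different for all 4 counts. With all probes of the authors' table, the unpaired test and the probe with the largest change, chosen after seeing the values, the counts were 17, 11, 10 and 57.

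For a group of genes the fold here was smaller than the paper's, or larger for RORB, and quantile normalization and the authors' values, both set before the data were examined, gave a fold that did not differ from the paper's. The paper's fold and the fold here were 3.16 and 2.07 for TGFB1, 2.6 and 1.70 for BMPR2, 3.47 and 2.08 for NFE2, 4.01 and 2.47 for CAV1, 2.74 and 1.73 for NFKB2, 2.059 and 1.16 for NTF4, 3.75 and 2.45 for FAM132B, and 2.13 and 1.22 for AIM1L. They were 2.663 and 1.61 for ITIH4, 2.055 and 1.25 for CRB2, 2.547 and 1.61 for IFT22, 5.1 and 3.31 for IFT172, 4.528 and 2.75 for Prss32, 5.033 and 3.25 for IGFBP2, and -2.20 and -3.31 for RORB. A fold with an array left out also did not differ for these genes except NTF4 and CRB2. The mean of a gene's probes did not differ for RORB and IGFBP2, and the probe with the largest change did not differ for IGFBP2. For RORB the normexp correction, chosen after seeing the values, also did not differ. Under the other alternatives set before the data were examined these folds differed where a fold could be given.

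For 4 genes the probe with the largest change, an alternative set before the data were examined, gave a fold that did not differ: the paper's fold and the fold here were 3.71 and 1.65 for FGFR2, 2.25 and -1.14 for CLTC, 3.985 and 1.34 for SMTN, and -2.01 and 1.38 for VCAN. For VCAN the fold without control replicate 2 did not differ either. For PKIG, at the paper's -2.08 and -1.22 here, the folds without control replicate 1 and without a cabozantinib array did not differ. Under the other alternatives set before the data were examined these folds differed where a fold could be given.

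At the brightest probe of the gene, and under every alternative set before the data were examined that gave a fold, the fold stayed different from the paper's for GABBR1 (the paper's 2.96 and 1.33 here), Ly6a (5.94 and 1.56), HDAC4 (-2.27 and -1.03), IFI16 (-4.48 and -1.94), PTK2 (-3.62 and 1.07), NOTCH2 (4.44 and 1.45), Ccl27a (3.589 and 1.17), FAM3A (2.882 and 1.07), FBLN1 (2.316 and 1.26), KLHL5 (3.402 and 1.13), ADAMTSL1 (4.286 and 1.34), FUCA2 (2.088 and -1.13) and PAPPA2 (12.557 and 2.77). The probe with the largest change gave no fold that could be compared for GABBR1, Ccl27a, FAM3A, FBLN1, FUCA2 and PAPPA2. Except for GABBR1, which has none, the probe matched to the paper's fold and p, chosen after seeing the values, is another one. At that probe FBLN1 (1.86) and FUCA2 (1.95) were within 1.5 times of the paper's folds, and HDAC4 was 3.68-fold lower. Control or cabozantinib arrays at background gave bounds in the paper's direction, of at least 2.05-fold for Ly6a, 1.54-fold for Ccl27a, 2.395-fold for ADAMTSL1 and 3.07-fold for PAPPA2, and at least 1.32-fold lower for IFI16 (at a probe annotated as Ifi208) and 1.24-fold lower for PTK2, which the paper's folds meet. For FAM3A, NOTCH2 and KLHL5 that probe gave no fold.

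The paper gives OPG as 1.07-fold, and 1.67-fold was measured here. The gap of 0.64 (log2) was above the standard deviation between replicate pairs (0.35) but below that between the control arrays (1.26) or the cabozantinib arrays (0.91), so by the spread of the arrays OPG would not count as different. The other genes called different here would. Without control replicate 2 (0.806, below control) and without a cabozantinib array (1.04) it was within 1.5 times of the paper's value, and under the other alternatives set before the data were examined it differed.

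The text of the paper places eNOS signaling among the downregulated pathways and CREB and P2Y signaling among the upregulated ones, while the legend of its Figure 2 assigns the panels the other way round. The short lists used here are not the gene sets of Ingenuity Pathway Analysis. Their median log2 fold changes were 0.18, -0.58 and -0.39, of the sign opposite to the text, also under quantile normalization. The median of all genes was -0.29, and no adjusted fry p of these lists was under 0.05. The paper sorted its pathways by z-scores of that software, which a median over a list does not measure. The signs therefore do not decide against the paper's directions.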

Other observations

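The tests on the scaling of the arrays, dim probes, probes of the same gene, the genes of the RT-PCR, the limit for lists of other cell types, the brightness of the arrays and the normexp background correction were chosen after the results were seen. The limit by which the 2 ways of choosing replicates were weighed was also chosen after. The tests of the 3 hypotheses, on the differentiation change, proliferation genes and osteoblast differentiation genes, and that of the slide as a whole were set earlier.

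The number of slides that held both cabozantinib-treated and control osteoblasts was 0. For no gene can the arrays alone tell an effect of the slide on whole RNA samples from the effect of cabozantinib. Of the 13 genes that the paper lists as upregulated and followed by RT-PCR, which does not use the slides, 9 rose and 4 did not. An effect of the slide on single probes was tested on 2319 genes with 2 probes well above background on all arrays. The cabozantinib change correlated at 0.26 between the 2 probes of a gene and at -0.0021 between probes of different genes of like signal. This argues against independent effects on single probes as the whole cause. The correlation was 0.52 for the differentiation change, which lies within a single slide, so effects on single probes may still account for a part. Genes are not independent replicates, so no p is given.

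Most genes past the 2-fold criterion were lower with cabozantinib. The highest share of higher genes was 34.2% over 3 other scalings, which argues against the scaling as the whole cause, although it moved the share from 11.6%. Among probes of the authors' values past the criterion and well above background on all 4 arrays compared, 35.0% were higher, against 32.2% of all probes past it, which argues against dim probes as the whole cause. The slide stays open.

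By the rule for named genes, the 5 highest genes with cabozantinib were Mei4 (at least 6.75-fold), Olfr1301 (at least 4.345-fold), Inka2 (at least 7.96-fold), PTPRV and Slc6a2 (at least 6.00-fold), all at background on both control arrays. The 5 lowest were Car6, at -5.46 (log2), Iapp, at -5.14, Trib3, at -4.08, and the transcripts A_55_P2177445, at least 9.37-fold lower, and AK016841, at least 4.80-fold lower. Genes were picked by the fitted log2 values, which are not exact where a group was at background. The bounds give another order, so genes given as bounds are not shown to be the highest or lowest. The adjusted p was 0.0324 for Iapp and 0.0474 for the others.

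From undifferentiated to control differentiated osteoblasts, osteocalcin (Bglap2) rose by 5.06 on the log2 scale (adjusted p = 0.000477 in limma) and HGF by 2.03 (adjusted p = 0.0330), while the changes were 0.50 for ALPL, -0.03 for MET and 0.08 for VEGFR2, whose second probe rose by 1.89. The medians of the lists for this change were 0.25 for osteoblast differentiation, -1.11 for proliferation, 2.92 for the P2Y receptors, 0.52 for CREB, 0.45 for growth hormone, 0.19 for HGF and MET, 0.084 for AMPK, -0.087 for the VEGF list and -0.27 for eNOS. The adjusted fry p was 0.0184 for P2Y and 0.0184 for the chondrocyte list, whose median was 0.11 and mean 1.67. The mean and the direction of the test had the other sign for AMPK (-0.34), and for eNOS (mean -0.022) the direction of the test was up. The medians of the chondrocyte list (-0.022) and of AMPK (-0.098) were below 0 after quantile normalization.

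The lists of other cell types had median log2 fold changes with cabozantinib of -1.21 for adipocytes, -1.13 for erythroid cells, -0.65 for endothelial cells, -0.45 for muscle, -0.36 for chondrocytes and -0.34 for macrophages and osteoclasts, with the median of all genes at -0.29. The muscle list was 0.088 with quantile normalization. The medians differed by 0.88 at most. The spread of single genes within lists (pooled standard deviation 1.13) is not the error of a median, so this difference decides nothing, and a different share of other cells and cabozantinib cannot be told apart. The adipocyte genes, higher after differentiation, had an adjusted fry p of 0.241 for cabozantinib.

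Of the 13 genes that the paper lists as upregulated on the arrays and followed by RT-PCR, 4 did not rise. The mean array signal of their probes was -5.37, against -3.24 for the 9 that rose (log2 relative to the 75th percentile; one-sided exact permutation test over 715 splits, p = 0.0755), so low signal as the explanation is left open by the number of genes. Another tested probe without a rise was found for 0 of the 4 and 1 of the 9 genes (one-sided Fisher's exact test, p = 1), and few of these genes have another tested probe, so this test has little power. SOX11 and NOTCH2, which did not rise, were well above background on 0 of the 4 arrays at the probe of the table. DLK1 and RANKL, whose mRNA the paper reports as too low to be determined, are not among the 13.

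Within each group 1 array was brighter than the other (75th percentile), and the deviations of the brighter arrays from their group means correlated across probes at 0.51, 0.53 and 0.26 between the 3 pairs of groups. An effect of array brightness may be the source. With 4 possible orders of the arrays, 3 positive values can arise by chance, so this stays open.

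A first hypothesis was that cabozantinib carries the cells further along the change of differentiation. The changes by cabozantinib and by differentiation, taken from different replicates, correlated across genes at -0.19, the mean of -0.36 and -0.02 for the 2 ways of choosing the replicates, and 100 simulations without a cabozantinib effect gave -0.01 to 0.02. The 2 ways differ by more than the mean differs from 0, so the test does not decide, and the value has the sign opposite to the hypothesis. The mean was -0.24 with quantile normalization and -0.13 with normexp background correction. Of the 625 genes higher with cabozantinib past the 2-fold criterion, 83.5% were lower in control differentiated than in undifferentiated osteoblasts. Shared control arrays alone gave 74.0% on average and at most 77.2% in 20 simulations. For the 4775 lower genes, 73.4% went the other way, as in the simulations (73.4%). Of 68 genes with an adjusted p under 0.05 in both comparisons, 66 changed in opposite directions, which also goes against the hypothesis. These comparisons share the control arrays too, and the simulations did not cover this selection of genes.

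A second hypothesis was that cabozantinib lowers the proliferation genes of differentiated cells. Their median log2 fold change was 0.25 with a fry p of 0.688 in limma, which does not show a decrease. Set against the other genes by camera, the list was higher, with an adjusted p of 0.0295 in limma, which did not hold with an estimated correlation between genes. Another hypothesis was that cabozantinib raises the osteoblast differentiation genes. Their median was -0.091 with a fry p of 0.914 in limma, and 0.12 with a fry p of 0.0354 with quantile normalization, an adjusted p of 0.175 over 16 lists, so these arrays do not decide.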
